# Protein Kinase PoxMKK1 Regulates Plant-Polysaccharide-Degrading Enzyme Biosynthesis, Mycelial Growth and Conidiation in *Penicillium oxalicum*

**DOI:** 10.3390/jof9040397

**Published:** 2023-03-23

**Authors:** Bo Ma, Xue-Mei Luo, Shuai Zhao, Jia-Xun Feng

**Keywords:** *Penicillium oxalicum*, PoxMKK1, plant-polysaccharide-degrading enzyme, mycelial development

## Abstract

The ability to adapt to changing environmental conditions is crucial for living organisms, as it enables them to successfully compete in natural niches, a process which generally depends upon protein phosphorylation-mediated signaling transduction. In the present study, protein kinase PoxMKK1, an ortholog of mitogen-activated protein kinase kinase Ste7 in *Saccharomyces cerevisiae*, was identified and characterized in the filamentous fungus *Penicillium oxalicum*. Deletion of *PoxMKK1* in *P. oxalicum* Δ*PoxKu70* led the fungus to lose 64.4–88.6% and 38.0–86.1% of its plant-polysaccharide-degrading enzyme (PPDE) production on day 4 after a shift under submerged- and solid-state fermentation, respectively, compared with the control strain Δ*PoxKu70*. In addition, PoxMKK1 affected hypha growth and sporulation, though this was dependent on culture formats and carbon sources. Comparative transcriptomics and real-time quantitative reverse transcription PCR assay revealed that PoxMKK1 activated the expression of genes encoding major PPDEs, known regulatory genes (i.e., *PoxClrB* and *PoxCxrB*) and cellodextrin transporter genes (i.e., *PoxCdtD* and *PoxCdtC*), while it inhibited the essential conidiation-regulating genes, including *PoxBrlA*, *PoxAbaA* and *PoxFlbD*. Notably, regulons modulated by PoxMKK1 and its downstream mitogen-activated protein kinase PoxMK1 co-shared 611 differential expression genes, including 29 PPDE genes, 23 regulatory genes, and 16 sugar-transporter genes. Collectively, these data broaden our insights into the diverse functions of Ste7-like protein kinase, especially regulation of PPDE biosynthesis, in filamentous fungi.

## 1. Introduction

Plant biomass is one of the most abundant and sustainable polymeric substrates used for the production of renewable bioenergy and commodity biochemicals, and it is comprised primarily of lignocellulose, which is rich in polysaccharides (such as cellulose and hemicellulose) and lignin (i.e., complex aromatic polymer) [1]. In the recent decades, the yields of renewable bio-based products from plant biomass-derived sugars have increased exponentially [2]. However, the often-inefficient saccharification of plant biomass still represents a key industrial bottleneck, largely resulting from its natural recalcitrance [3].

Fungi are widespread in a variety of natural environments and can exploit a wide range of carbon sources. They play a crucial function in the global carbon cycle because of their ability to break down plant biomass by secreting plant-polysaccharide-degrading enzyme (PPDE) [1,4]. Filamentous fungi are excellent producers of PPDE, where the expression of PPDE genes is finely regulated at both the transcriptional and post-translational levels [5]. Protein phosphorylation is the most common form of post-translational modification, functioning in many biological processes [6].

Many signals are transmitted by the mitogen-activated protein (MAP) kinase pathway, which is evolutionarily conserved and found ubiquitously from yeast to mammals [7]. The core elements of the MAP kinase (MAPK) pathway consist of three-tiered cascade kinases, termed MAPKKK (MAP kinase kinase kinase), MAPKK (MAP kinase kinase) and MAPK (MAP kinase), which are sequentially activated by a phosphorylation cascade, which is in turn initiated by the sensing of environmental stimuli using its upstream two-component signal transduction system or G-proteins-coupled receptors [7,8]. Five MAPK pathways have been identified in *Saccharomyces cerevisiae*, while only three of them have been found in many filamentous fungi [9].

The pheromone response/filamentation pathway, mediated by Ste11–Ste7–Fus3/Kss1, is the most extensively studied, and it is responsible for the regulation of fungal development, the production of secondary metabolites, and even pathogenicity in filamentous fungi [10]. However, it exhibits diversity in its regulatory functions in homologues and/or different components of the signaling pathways of filamentous fungus. For instance, deletion of the orthologous gene of yeast, *Ste11*, resulted in conidiation defects in *Cochliobolus heterostrophus* [11] but produced more spores in *Ashbya gossypii* [12]. The loss of *AbSte7* from *Alternaria brassicicola*, caused notably faster growth on potato dextrose agar (PDA) containing sorbitol [13], whereas a lack of Ste7-like kinase Mkk6 in *Beauveria bassian*a presented inconspicuous changes in sensitivity to sorbitol [14]. In *Ustilaginoidea virens*, *UvPmk1* knockout demonstrated an increase in tolerance to cell wall stresses [15], while, conversely, *CcPmk1* deletion led to hypersensitivity to cell wall inhibitors in *Cytospora chrysosperma* [16]. Furthermore, in the plant pathogenic fungus *Colletotrichum gloeosporioides*, CgSte50, CgSte11, CgSte7, and CgMK1 were required for appressorium formation, penetration of the cellophane membrane, invasive growth, and pathogenicity, and also affected vegetative growth under nitrogen limitation conditions. Notably, CgSte50, CgSte11, and CgSte7, but not CgMk1, played important roles in the oxidative stress response [17]. However, the function of Ste7 homologues has not been investigated in detail in industrial filamentous fungus.

*Penicillium oxalicum* exhibits promise for application in ecological reconstruction, drug production, agricultural biocontrol, and biorefinery [18,19,20]. Meanwhile, as a fast-growing saprophytic fungus species, *P. oxalicum* can secrete various lignocellulolytic enzymes, and has potential for the production of industrial-scale PPDEs. Although many transcription factors (TFs) that regulate the expression of PPDE genes have been identified, few reports have been published regarding the signal transduction cascade in *P. oxalicum*. Heterotrimeric G protein, as an important component of the cell signaling cascade that transduces receptor signals to the intracellular environment, is involved in the regulation of PPDE production in *P. oxalicum*. For instance, Gα subunit 3 mediates the G protein-cAMP signaling pathway in order to transduce various carbon source signals, and positively regulates the expression of TF-encoding gene *amyR*, subsequently affecting amylase and cellulase production [21]. The Gγ protein modulates PPDE production by mediating the expression of the regulatory gene *PoxCxrB*, a gene which is required for the expression of the major cellulase and xylanase genes. PoxCxrB also indirectly regulates the mRNA levels of major amylase genes by controlling the expression of *amyR* [22]. Recently, we found that the terminal component MAP kinase, PoxMK1, of the pathway positively regulated the expression of major PPDE genes and known essential regulatory genes—e.g., *PoxClrB* and *PoxCxrB*—in *P. oxalicum* [23].

In this work, PoxMK1-interacting proteins were screened by yeast-two hybrid assay (Y2H), and Ste7-homologous PoxMKK1 (POX07948) was selected for further study. We characterized its roles in the regulation of PPDE production, vegetative growth and conidiation in *P. oxalicum* under both submerged (SmF) and solid-state (SSF) fermentation conditions, respectively.

## 2. Materials and Methods

### 2.1. Strains, Media and Growth Conditions

*P. oxalicum* HP7-1 (#10781; China General Microbiological Culture Collection, CGMCC), a wild-type strain isolated from the forest soil of Huaping National Natural Reserve in Guilin, Guangxi, China, was reported previously [24]. In order to improve gene targeting frequency, *POX01583*, encoding the homologue of *Ku70* involved in the non-homologous end-joining pathway, was replaced in the wild-type HP7-1 by a hygromycin resistance gene via homologous recombination techniques [24]. The strain Δ*PoxKu70* (#3.15650; CGMCC) was used as a background strain for the construction of deletion mutants, and then the mutant was used to construct the corresponding complementation strain. All *P. oxalicum* strains were maintained on potato dextrose agarose (PDA, Difco^®^ Laboratories, Le Pont de Claix, Auvergne-Rhône-Alpes, France) for 6 days at 28 °C in order to collect asexual conidia through the use of sterile distilled H_2_O supplemented with 0.1% (*w*/*v*) Tween-80 (Sangon, Shanghai, China). The harvested spores were stored in 25% (*v*/*v*) glycerol at −80 °C for a long time.

For the determination of PPDE production, RNA sequencing, and real-time quantitative reverse transcription PCR (RT-qPCR), *P. oxalicum* conidia (1.0 × 10^8^) were inoculated into 100 mL modified minimum medium [MMM, per liter: KH_2_PO_4_ 4.0 g, (NH_4_)_2_SO_4_ 4.0 g, MgSO_4_·7H_2_O 0.6 g, CaCl_2_ 0.6 g, 1.0 mL Tween-80; FeSO_4_·7H_2_O 0.005 g, MnSO_4_ 0.0016 g, ZnCl_2_ 0.0017 g and CoCl_2_ 0.002 g; pH 5.0] with 1.0% (*w*/*v*) D-glucose and cultivated for 24 h at 28 °C with shaking at 180 rpm [25]. Mycelia were harvested and transferred to MMM containing 2.0% Avicel (Avicel-PH101, Sigma-Aldrich, St. Louis, MO, USA), 1.0% soluble corn starch (SCS, Sigma-Aldrich, St. Louis, MO, USA) or wheat bran plus rice straw (WR), and the inoculated media were incubated for 2–4 days at 28 °C for enzyme activity measurement or for 4–48 h for RNA sequencing and RT-qPCR assay, respectively.

For assay of radial growth, five microliters of conidial suspension (approximately 0.5 × 10^5^ spores) were dropped onto solid plates containing PDA, complete medium [CM, per liter: 10.0 g D-glucose, 2.0 g peptone, 1.0 g yeast extract, 1.0 g acid-hydrolysed casein (Sangon, Shanghai, China), 6.0 g NaNO_3_, 0.52 g KCl, 0.52 g MgSO_4_·7H_2_O, 1.52 g KH_2_PO_4_; pH 6.5] and MMM containing 1.0% glucose, 1.0% SCS or 2.0% Avicel. The inoculated plates were incubated at 28 °C. For the evaluation of submerged growth, equivalent spores were inoculated in 100 mL liquid media of CM and MMM supplemented with 1.0 g glucose, 1.0 g SCS, and 2.0 g Avicel, respectively, and were then cultivated for 72 h at 28 °C with shaking at 180 rpm.

### 2.2. Yeast-Two Hybrid Assay

In order to construct plasmids for Y2H analysis, the full-length sequence of *PoxMK1* cDNA digested by the restriction enzymes *Eco*RI and *Bam*HI was subcloned into the corresponding sites of pGBKT7 plasmid, as the bait, and the cDNA of candidate gene was subcloned into the *Eco*RI sites of pGADT7 plasmid, as the prey. All the cDNAs were amplified by PCR with special primer pairs (Supplementary Table S1), followed by verification through DNA sequencing. The verified bait plasmids were transformed into Y2H GOLD yeast-competent cells in order to test for toxicity and auto-activation activity on SD/-Trp plates using the lithium acetate/PEG protocol, and the bait and prey with candidate gene was co-transformed in to Y2H GOLD cells and placed on SD/-Leu/-Trp (DDO) plates. The transformant was verified by PCR amplification with special primer pairs (Supplementary Table S1) and then inoculated into liquid DDO medium cultivated for 1 day at 28 °C with shaking at 200 rpm. Ten microliters of tenfold serial dilution cells were grown on QDO plates with 150 mg/mL AbA and 20 ng/mL X-α-gal at 30 °C for 5 days. The experiment was performed twice independently.

### 2.3. Construction of Gene Deletion Mutant and Its Complementary Strain

For the generation of deletion mutant of each gene *POX04853*, *POX06496*, *POX07588*, and *POX07948*, the knockout cassette, containing 5′ and 3′ DNA fragments of the target gene and the G418-resistance gene fragment, was constructed by fusion PCR with specific primer pairs (Supplementary Table S1) according to previously published protocols [25]. Subsequently, the knockout cassette was directly transformed into fresh protoplasts of strain Δ*PoxKu70*, the transformants were selected on G418-containing PDA plates, and then knockout candidates were verified by PCR amplification using the special primer pairs (Supplementary Table S1). Similarly, the deletion mutant of *PoxMK1* could also be obtained by the above method [23].

For the creation of a complementary strain of mutant Δ*POXO7948* (Δ*PoxMKK1*)-, the complementary cassette was used to replace the protease gene *PoxPepA*, composed of the complete coding region of *PoxMKK1*, its native promoter and terminator, the bleomycin resistance gene fragment, and the upstream- and downstream-flanking DNA sequence of *PoxPepA*. The transformants were screened on PDA plate containing 80 μg/mL bleomycin (Sigma-Aldrich, Darmstadt, Germany) and was validated by the special primer pairs (Supplementary Table S1), as previously described by Yan et al. [26].

### 2.4. Molecular Manipulation

For total DNA extraction, *P. oxalicum* spores (~10^8^) were transferred into liquid CM at 28 °C in a rotatory shaker (180 rpm) for 24 h. Subsequently, vegetative mycelia were collected through vacuum filtration and used for extraction of total DNA by following the modified phenol-chloroform method [24]. The genomic DNA was digested with *Xho*I (TaKaRa Bio Inc. Dalian, China) and separated from 0.75% agarose gel electrophoresis. Subsequently, the DNA was transferred onto the Hybond-N^+^ nylon membranes (GE Healthcare Limited, Amersham, UK). Detection of the probe-hybridized DNA fragment was carried out using the DIG High Prime DNA Labeling and Detection Starter Kit I following the manufacturer’s protocol (Roche Diagnostics, Mannheim, Germany). The probe was amplified by special primers sPOX07948-F/sPOX07948-R for Southern hybridization (Supplementary Table S1).

For total RNA extraction, mycelia were harvested and separated by filtering the culture with an eight-layer filter fabric, after which they were washed three times using diethyl pyrocarbonate-treated water prior to RNA extraction. Total RNA isolation was performed using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions.

### 2.5. RNA Sequencing and RT-qPCR Analysis

For RNA sequencing, total RNA was extracted from the mycelia of *P. oxalicum* strains (Δ*PoxMKK1* and Δ*PoxKu70*) exposed on Avicel for 24 h, treated with DNase I and purified after mRNA enrichment using oligo (dT) according to the manufacturer’s guidelines. mRNA sequencing was carried out on a BGISEQ-500 platform at BGI (Shenzhen, China). The sequenced data were processed as described by Yan et al. [26]. Values in terms of Fragments per kilobase of exon per million mapped reads (FPKM) represented gene transcriptional levels, and differentially expressed genes (DEGs) were screened with a standard of probability ≥ 0.8 and |log2 (Δ*PoxMKK1*_FPKM/Δ*PoxKu70*_FPKM)| ≥ 1. Similarly, DEGs between Δ*PoxMK1* and Δ*PoxKu70* were also selected with the same standard and were described in detail in Reference [23].

For comprehensive deciphering of the transcription profiling of Δ*PoxMKK1* in response to Avicel, the DEGs were annotated according to the gene ontology (GO) knowledge base. DEGs were enriched and functionally classified by Blast2GO program with Fisher’s exact test in association with a false discovery rate (FDR) correction for multiple testing (FDR < 0.05) [27].

The RT-qPCR assay was conducted on an ABI 7500 Real-System (Thermo Fisher Scientific, Waltham, MA, USA). The Bio-Rad iQ5 software was used to compile PCR protocols and to define the plate setup. The PCR reaction mixture and program were referred to in the previous report [23]. The primer sequences used were listed in Supplementary Table S1. LightCycler480 software 1.5.0 was used to calculate the Ct value. The transcription levels of target genes were normalized against the level of actin gene (*POX09248*), as the endogenous reference gene, with 2^−ΔΔCt^ relative quantification method [28]. All samples were analyzed in three independent experiments with three replicates.

### 2.6. Determination of Enzyme Activity and Protein Concentration

The preparation of crude enzyme solution and the determination of PPDE activities were implemented as previously described [26,29]. For crude enzyme solution preparation under SmF conditions, the culture was centrifuged at 11,300× *g* for 10 min at 4 °C, and the supernatant was stored at 4 °C for further analysis of enzyme activity. Under SSF conditions, the cultivated solid medium was added to 200 mL sterile ddH_2_O and crushed by a glass rod, then the mixture was shaken at 180 rpm for 2 h at 28 °C before being squeezed and centrifuged at 11,300× *g* for 20 min. The supernatant was used as a crude enzyme solution.

In order to measure PPDE activity, filer paper cellulase (FPase), carboxy methyl cellulase (CMCase), soluble starch-degrading enzyme (SSDE), raw starch-degrading enzyme (RSDE) and xylanase were assayed against Whatman No. 1 filter paper (1.0 cm × 6.0 cm; GE Healthcare Limited, Little Chalfont, Buckinghamshire, UK), CMC-Na (Sigma-Aldrich, Darmstadt, Germany), SCS (Sigma-Aldrich, Darmstadt, Germany), raw cassava starch (self-preparation) and xylan from beechwood (Megazyme International Ireland, Wicklow, Ireland) using a DNS method, respectively. The activities of *p*-nitrophenyl-β-cellobiosidase (pNPCase) and *p*-nitrophenyl-β-glucopyranosidase (pNPGase) were evaluated against *p*-nitrophenyl-β-D-cellobioside (pNPC) and *p*-nitrophenyl-β-D-glucopyranoside (pNPG) (Sigma-Aldrich, Darmstadt, Germany), respectively. The activity unit (U) was defined as the amount of enzyme required to produce one mol of reducing sugar or *p*-nitrophenyl per minute from the reaction substrates.

In addition, the protein concentration of mycelia cells was determined using the Detergent Compatible Bradford Assay Kit (Pierce Biotechnology, Rockford, IL, USA) against a BSA standard.

### 2.7. Phenotypic and Growth Analyses

For radial growth assay, the diameters of colonies found on different media cultured for 5 days were determined through two measurements taken perpendicular to each other across the center as indices of radial growth rates, and a Canon EOS 600D (Canon, Japan) was used for photography. For liquid growth assay, mycelia were collected by vacuum filtration at 12 h intervals in liquid CM and MMM with 1.0% (*w*/*v*) glucose or SCS and were then washed three times with deionized water. The mycelia were dried at 50 °C to a constant weight. However, the growth was indirectly measured by the amount of intracellular protein in liquid MMM with 2.0% (*w*/*v*) Avicel, as described above. All of the tests were repeated three times. Furthermore, the hypha of *P. oxalicum* in liquid medium were observed on day 2 after inoculation under a light microscope (OLYMPUS DP480, Olympus, Tokyo, Japan), and the photomicrographs were taken and analyzed by Olympus cellSens Dimension digital imaging software (Version 1.14).

### 2.8. Quantification of Conidia Production

In order to investigate the effect of PoxMKK1 on conidiation in *P. oxalicum*, the spores were counted using a hemocytometer on solid plates and in liquid culture, respectively. In the case of spores on solid plate, conidia were washed twice by 5.0 mL sterile ddH_2_O with 0.1% Tween-80, and the conidial suspension was mixed thoroughly and filtered through two layers of sterile gauze. Subsequently, the collected conidia were washed and ultimately re-suspended in ddH_2_O. The conidia production was quantified with the number of conidia per unit of colony area. For spores in the liquid culture, the culture was filtered through sterile gauze in order to remove the hyphae and medium residues, and the collected filtrate was diluted appropriately and used for conidia counting. Conidia production was indicated by the number of conidia per milliliter. Three biological replicates were performed for each strain.

### 2.9. Protein Sequence Analysis

The Simple Modular Architecture Research Tool (SMART, http://smart.emblheidelberg.de/ (accessed on 6 July 2020)) and InterPro online (http://www.ebi.ac.uk/interpro/ (accessed on 8 July 2020)) were used for prediction of the conserved domains contained in the PoxMKK1. The homologous sequences of MAP kinases from different fungi were searched with BlastP and downloaded from GenBank. Multiple sequence alignment was carried out using ClustalX 2.0 [30], and the phylogenetic tree was constructed by MEGA-X using the neighbor-joining method [31].

### 2.10. Accession Numbers

The transcriptomic data of the *P. oxalicum* strains have been loaded into the Sequence Read Archive database (accession No. GSE154710). In addition, the sequence of PoxMKK1 was submitted to GenBank with accession number MT468562.

## 3. Results

### 3.1. POX07948 Interacting with PoxMK1 Is Required for FPase Production in P. oxalicum

A previous work found that MAP kinase PoxMK1 modulated the production of PPDE in *P. oxalicum* under both SmF and SSF conditions. Here, the Y2H was used to screen for PoxMK1-interacting proteins in *P. oxalicum*. The full-length PoxMK1 was used as bait, and the differentially phosphorylated TFs and kinases reported previously as a result of *PoxMK1* deletion [23] were used as prey. A total of four PoxMK1-interacting proteins (POX04853, POX06496, POX07588, and POX07948) were identified (Supplementary Figure S1).

In order to test whether these identified PoxMK1-interacting proteins were involved in the cellulase production of *P. oxalicum*, all of them were deleted in the control strain Δ*PoxKu70* in order to generate the corresponding mutants Δ*POX04853*, Δ*POX06496*, Δ*POX07588*, and Δ*POX07948*, which were validated by PCR (Supplementary Figure S2A) with specific primers (Supplementary Table S1). When cultured in MMM containing 2.0% Avicel as the sole carbon source for 2–4 days after a shift from glucose, mutant Δ*POX06496* showed 32.3–55.0% increased FPase production as compared with the Δ*PoxKu70*, whereas mutant Δ*POX07948* lost 41.2–92.9% of its FPase production. In contrast, mutants Δ*POX04853* and Δ*POX07588* exhibited similar FPase production to Δ*PoxKu70* (Supplementary Figure S3). These data displayed that POX07948 positively participated in the regulation of cellulase production, and it was therefore selected for further study.

Southern hybridization analysis was performed with a special probe (Supplementary Table S1) in order to further determine whether the single copy of the *POX07948* deletion cassette was integrated into the right site of the Δ*PoxKu70* genome (Supplementary Figure S2B). The complementary strain C*POX07948* was generated by introducing the complementary cassette to deletion mutant Δ*POX07948* as described previously [26], and the bleomycin-resistant transformants were isolated and verified by PCR with special primers (Supplementary Table S1). The expected size bands were amplified, as shown in Supplementary Figure S4.

### 3.2. Characterization and Phylogenetic Analyses of PoxMKK1 in P. oxalicum

The POX07948 protein was composed of 557 amino acids, encoded by gene *POX07948* with a length of 1925 bp, containing three introns, according to the genome annotation of *P. oxalicum* strain HP7-1 [20]. The Simple Modular Architecture Research Tool (SMART) and InterPro online analyses indicated that the POX07948 protein contained a conserved serine/threonine protein kinase catalytic (S_TKc) domain from residues 67–333, whose ATP-binding region and protein kinase activity site were located at residues 73–96 and 186–198, respectively (Figure 1A). An NCBI BlastP search revealed that the POX07948 protein shared 100%, 78.30%, 67.66%, and 44.33% of its identity with its homologous proteins from *P. oxalicum* 114-2 (GenBank accession No. EPS26612), *Aspergillus fumigatus* Af293 (EAL92976), *Talaromyces amestolkiae* CIB (RAO73071), and *S. cerevisiae* S228C (DAA11702), respectively. Moreover, phylogenetic analysis showed that the POX07948 protein was resolved in the Ste7 clade and visibly separated from the Pbs2 and Mkk1/2 clades (Figure 1B). In order to handily study further, POX07948 was denominated as PoxMKK1.

### 3.3. PoxMKK1 Is Involved in Mycelial Growth and Conidiation in P. oxalicum

In order to examine the effects of *PoxMKK1* deletion on the vegetative growth and sporulation of *P. oxalicum*, the colony diameter and hypha biomass, as well as the spore number, were measured on solid or liquid medium, respectively. Fresh spores (0.5 × 10^6^) of the mutant ∆*PoxMKK1*, control strain ∆*PoxKu70*, and complementary strain C*PoxMKK1* were directly pointed on PDA and MMM plates containing distinct carbon sources cultivated for 4 days at 28 °C. Compared with the control strain Δ*PoxKu70* and complementary strain C*PoxMKK1*, the colony diameter of mutant Δ*PoxMKK1* became larger on PDA (*p* < 0.01, Student’s *t*-test), but not on glucose, SCS, or Avicel (Figure 2A,B). Furthermore, the colony color of Δ*PoxKu70* and C*PoxMKK1* on PDA plates was black-brown, while that of the Δ*PoxMKK1* mutant was black-green (Figure 2A). Notably, the colony center color of Δ*PoxKu70* and C*PoxMKK1* was pale green on MMM containing Avicel, while that of the Δ*PoxMKK1* mutant was grey, which might have resulted from different numbers of spores. Therefore, the spore number was quantified, and the result showed that the conidial production of Δ*PoxMKK1* was significantly less than that of the control and complementary strains on PDA, glucose, SCS, and Avicel cultivated for 5, 14, 14, and 7 days, respectively (Figure 2C).

For samples grown under liquid culture conditions, the mycelium dry weight or intracellular protein were measured in MMM supplied with glucose, SCS, or Avicel, and CM. Surprisingly, the mycelial biomass of mutant Δ*PoxMKK1* had no significant difference relative to that of Δ*PoxKu70* when cultivated in MMM containing SCS or CM (Supplementary Figure S5A,B), whereas the growth of Δ*PoxMKK1* mutant decreased during the whole cultivation stage in MMM with either glucose or Avicel (Supplementary Figure S5C,D). In addition, the asexual spore yields of Δ*PoxMKK1* increased notably compared to those of Δ*PoxKu70* and C*PoxMKK1* in the aforementioned liquid media when grown for 6 days at 28 °C with shaking at 180 rpm (Supplementary Figure S6). Moreover, microscopic observation showed that there were a number of phialides for conidiation at the top segments of the hyphae in the ∆*PoxMKK1* mutant when cultivated on glucose, Avicel, or SCS for two days, whereas these were absent in both ∆*PoxKu70* and C*PoxMKK1* (Figure 3), suggesting that PoxMKK1 repressed mycelial development. Collectively, these findings indicated that PoxMKK1 was involved in vegetative growth and conidiation which was dependent on culture formats and media.

### 3.4. Loss of PoxMKK1 Alters PPDE Production of P. oxalicum under SmF and SSF

In order to further confirm the effects of *PoxMKK1* deletion on PPDE production in *P. oxalicum*, the mutant Δ*PoxMKK1* and control strain Δ*PoxKu70* were individually cultivated for 2–4 days after a shift from glucose, and their secreted PPDE productions were monitored. As depicted in Figure 4, when grown on Avicel under SmF for 2–4 days, the Δ*PoxMKK1* displayed decreased FPase, CMCase, pNPCase, and xylanase production by 24.6–68.3%, as compared with that in Δ*PoxKu70* (*p* < 0.05, Student’s *t*-test). Notably, Δ*PoxMKK1* showed a 2.6-fold increase in pNPGase production on day 2 and an 88.6% decrease on day 4 (Figure 4D). When cultivated on SCS under SmF for 4 days, both the RSDE and SSDE of the Δ*PoxMKK1* were reduced by 64.4% and 64.8%, respectively (Figure 4F,G). Interestingly, the yields of cellulase and xylanase by the Δ*PoxMKK1* were also depressed on WR under SSF by 37.4–93.2% and 26.0–57.2%, respectively (Figure 4H–L). As expected, the production of cellulase, xylanase, and amylase by the complementation strain C*PoxMKK1* was restored to the level of that by the Δ*PoxKu70* cultivated as described above (*p* < 0.05, Figure 4).

### 3.5. RNA-seq Analyses Revealed the Global Regulation of PoxMKK1 in P. oxalicum

In order to elucidate the functions of PoxMKK1 on genome-scale gene expression in *P. oxalicum*, the mutant Δ*PoxMKK1* and control strain Δ*PoxKu70* were first grown in glucose medium for 24 h, and then the mycelia were transferred to Avicel medium for 24 h. The samples were used to isolate total RNA and for sequencing. 

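The transcriptomes comprised 3 libraries of Δ*PoxMKK1* and 3 of Δ*PoxKu70*, labelled as replicates F, S and T of each strain. Δ*PoxKu70* is the background strain in which *PoxMKK1* was replaced, so the strains differ by that gene. The mycelia had been grown with 1% glucose at 28 °C and then with 2% Avicel, a microcrystalline cellulose, for 24 h before RNA isolation. For each of 9834 genes, the authors deposited an expected count, which is an estimate of the number of reads of the gene that need not be whole, and an FPKM value. The total expected count per library was 13713826, 13801524 and 13865205 for the libraries of Δ*PoxMKK1* and 13687087, 13918573 and 14042791 for those of Δ*PoxKu70*, so that depth differed little between the strains. Between 71 and 87 genes per library had a fractional count, and expected counts were rounded to whole numbers before testing. Differential expression was tested by edgeR's quasi-likelihood test after TMM normalization, on the 8749 genes left by edgeR's filter on low counts. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1, and the standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. The paper's probability criterion was applied separately as an alternative. *POX07948*, which encodes PoxMKK1, had 2, 1 and 0 counts in replicates F, S and T of Δ*PoxMKK1* and 656, 592 and 753 counts in those of Δ*PoxKu70*. The ratio of the control to the mutant was 693, with a 95% interval from 237 to 3363 that covers counting error only, and the adjusted p was 5.36e-06 in edgeR's test. *POX01583*, which encodes the Ku70 homologue, had between 942 and 1365 counts in the 6 libraries, although both strains are described as carrying its replacement. Its FPKM was 59.8 ± 3.91 (SD, n = 3) in Δ*PoxMKK1* and 71.5 ± 9.09 (SD, n = 3) in Δ*PoxKu70*.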

As displayed in Supplementary Figure S7, a good Pearson’s correlation coefficient was obtained (*R* > 0.92) among the three biological repeats for each strain. 

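Across the 9834 genes, Pearson's r of log2(FPKM + 0.5) was 0.985 between replicates F and S of Δ*PoxKu70*, 0.983 between F and T, and 0.977 between S and T. For Δ*PoxMKK1* the coefficients were 0.990, 0.987 and 0.991 for the same pairs. The 9 pairs of 1 library from each strain gave r from 0.883 to 0.917, below every pair within a strain. On FPKM values without a log, where a few abundant genes weigh most, the pairs of Δ*PoxKu70* gave 0.966, 0.958 and 0.921, and the pairs of Δ*PoxMKK1* gave 0.994, 0.993 and 0.997. These are correlations across genes, which are not independent replicates.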

The generated data displayed that more than 98% of the clean reads of Δ*PoxKu70* and Δ*PoxMKK1* were successfully aligned to the *P. oxalicum* HP7-1 genome [20]. With the criteria of probability ≥0.8 and |Log2(Δ*PoxMKK1*_FRKM/Δ*PoxKu70*_FRKM)| ≥ 1.0, a total of 1114 differential expression genes (DEGs) were selected in mutant Δ*PoxMKK1*, relative to the control strain Δ*PoxKu70*, including 634 upregulated and 480 downregulated genes (Supplementary Table S2).

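By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1728 of the 8749 tested genes were DEGs in Δ*PoxMKK1* relative to Δ*PoxKu70*, of which 947 were upregulated and 781 were downregulated. Among all tested genes, the 3 values of one strain lay wholly above the 3 values of the other in 59.0%, which chance gives for 10% of genes. This was so in 1715 of the DEGs, which the test selects for such separation. Among the alternatives that kept a fold minimum, the count moved most with the replicate-noise probability of at least 0.8, which gave 1119 DEGs (637 upregulated and 482 downregulated), including all 1114 genes of Table S2. With each library's trend with gene length removed, which was chosen after the data were seen, 859 genes were upregulated and 917 downregulated, so which direction is more frequent depends on that choice. That probability is the share of comparisons between replicates of a strain with both a smaller log2 ratio and a smaller difference in FPKM, so genes with small FPKM differences rarely pass it. The edgeR DEGs included 1052 of the 1114 genes of Table S2. Of the other 62 genes, 46 had an adjusted p of 0.05 or more and 16 fell short of the fold minimum. Among DEGs with separate groups and a mean FPKM of at least 10 in the higher strain, the 5 largest rises by edgeR's log2 fold change were in *POX06287*, *POX09406*, *POX00960*, *POX09803* and *POX03743*. *POX06287* had 7335 counts over the libraries of Δ*PoxMKK1* and 2 over those of Δ*PoxKu70*, a ratio of 3530 with a 95% counting interval from 977 to 29158. By the ratio of counts *POX09406*, at 3837 (688 to 151593), stands above it, so the order among genes with so few counts in Δ*PoxKu70* is not settled. *POX03743* reached an FPKM of 1158 ± 478 (SD, n = 3) in Δ*PoxMKK1* against 0.877 ± 0.575 (SD, n = 3) in Δ*PoxKu70*, a log2 fold change of 10.24 (standard error 0.576, adjusted p = 3.57e-05 in edgeR's test). The 5 largest falls by the same measure, *PoxMKK1* itself left out, were in *POX07621*, *POX09786*, *POX09358*, *POX05306* and *POX00244*. *POX09786* and *POX00244* had 2 counts each over the libraries of Δ*PoxMKK1*, with ratios of Δ*PoxKu70* to Δ*PoxMKK1* of 178 (48.8 to 1473) and 103 (28.2 to 859), and the log2 fold change of *POX09786* lay between -9.85 and -6.71 with each library left out in turn, so the order among the falls is not settled either. *POX09358* fell from an FPKM of 5459 ± 1481 (SD, n = 3) to 42.7 ± 17.4 (SD, n = 3), a log2 fold change of -7.07 (standard error 0.464, adjusted p = 6.39e-05 in the same test).

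**Figure D1:**
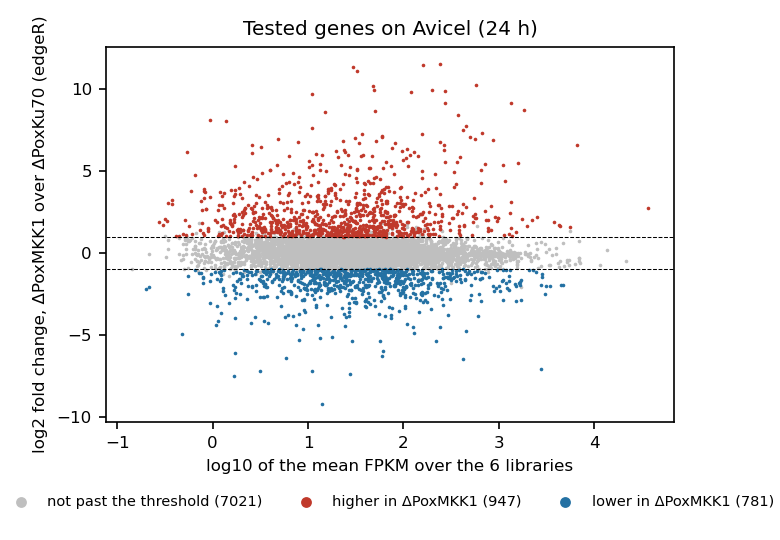
Log2 fold change of Δ*PoxMKK1* over Δ*PoxKu70* (edgeR, vertical axis) against the log10 of the mean FPKM over the 6 libraries (horizontal axis); each point is 1 of 8749 tested genes, and dashed lines mark log2 fold changes of 1 and -1. The 947 upregulated genes are red, the 781 downregulated genes are blue and the other 7021 genes are grey.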

GO enrichment analyses implied that 15 of the top 20 enriched terms were associated with molecular function, such as hydrolase activity (GO: 0016798 and GO: 0004553), catalytic activity (GO: 0003824), and carbohydrate binding (GO: 0030246, GO: 0030247, and GO: 0030247). Additionally, the DEGs in the Δ*PoxMKK1*, which participated in the carbohydrate metabolic process and encoded extracellular region components, were also significantly enriched (Figure 5A).

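The genes of Table S2 with a CAZyme family number 133, and 131 of them passed the edgeR threshold, 60 upregulated and 71 downregulated in Δ*PoxMKK1*. All 131 had groups that did not overlap. Adjusted over the list alone, all 133 passed, which is not independent evidence because the list was chosen in these libraries. *POX05540* (log2 fold change -1.28, standard error 0.448, adjusted p = 0.0521 in edgeR's test) and *POX08694* (log2 fold change 1.64, standard error 0.634, adjusted p = 0.0704) did not pass over all genes; they are named because they were the exceptions, after their values were seen. *POX05540* passed without replicate T of Δ*PoxKu70*, at -1.65, and *POX08694* passed without replicate S or T of Δ*PoxKu70*, at 1.18 and 2.33. Without replicate S of Δ*PoxKu70*, *POX05540* stood at -0.77, below the fold minimum. The log2 fold changes of the CAZyme genes ranged from -4.55 for *POX06601* to 9.85 for *POX08758*.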

Remarkably, of the 1114 DEGs, there were 133 genes encoding carbohydrate-active enzymes (CAZymes), including 48 plant cell-wall degrading enzymes (CWDEs). Of them, 40 DEGs were downregulated by 52.19–95.53% in mutant Δ*PoxMKK1*, such as one CBH gene (*cbh2*), seven EG genes (*Cel5B*, *Cel45A*, *Cel5A*, *eg2*, *Cel5C*, *POX04137*, and *POX06983*), five BGL genes (*Bgl1*, *POX00923*, *POX00968*, *POX03062*, and *POX03641*), five xylanase genes (*Xyn10A*, *Xyn11A*, *POX04274*, *POX06601*, and *POX05916*), two lytic polysaccharide monooxygenases genes (*AA9A* and *POX02308*), and two expansin-like protein genes (*POX01524* and *POX08485*) (Figure 5B).

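Of the 48 CWDE genes in Table S2, 39 were downregulated and 8 were upregulated by the edgeR threshold, and *POX05540* was lower in Δ*PoxMKK1* without passing it. The mean FPKM of the 40 genes that were lower in Δ*PoxMKK1* decreased by 52.2 to 95.5%. The cellobiohydrolase gene *cbh2* (*POX04786*) had an FPKM of 1551 ± 423 (SD, n = 3) in Δ*PoxMKK1* and 4085 ± 549 (SD, n = 3) in Δ*PoxKu70*, a log2 fold change of -1.46 (standard error 0.256, adjusted p = 0.0036 in edgeR's test). Among the endoglucanase genes, *Cel5B* (*POX01166*) changed by -1.98 on the log2 scale, *Cel45A* (*POX05570*) by -1.66, *Cel5A* (*POX06147*) by -1.21, *eg2* (*POX07535*) by -2.48, *Cel5C* (*POX01896*) by -1.19, *POX04137* by -1.93 and *POX06983* by -3.10, with adjusted p between 6.84e-06 and 0.0132 in edgeR's test. *Cel5A* stood at -0.98 without replicate S of Δ*PoxMKK1* and no longer passed the fold minimum. At an adjusted p below 0.01, 43 of the 48 CWDE genes passed. *Cel5A* (0.0132) and *Xyn10A* (0.0133) were not called there. *POX00759* (0.0150) and *POX03711* (0.0143), named as the exceptions after their values were seen, also lost their call. The β-glucosidase genes *Bgl1* (*POX06835*), *POX00968*, *POX03062* and *POX03641* changed by -1.84, -2.05, -1.13 and -2.16. *POX00923*, which Table S2 lists as a β-xylosidase of family GH43, was higher in Δ*PoxMKK1*, with an FPKM of 61.7 ± 13.2 (SD, n = 3) against 2.53 ± 1.92 (SD, n = 3), a log2 fold change of 4.55 that rose to 5.26 without replicate T of Δ*PoxKu70*. The largest fall was in the xylanase gene *POX06601*, from 244 ± 78.1 (SD, n = 3) to 10.9 ± 8.41 (SD, n = 3) FPKM, a log2 fold change of -4.55 that moved to -5.38 without replicate F of Δ*PoxMKK1*. *Xyn10A* (*POX00063*), *Xyn11A* (*POX06783*), *POX04274* and *POX05916* changed by -1.28, -3.79, -2.11 and -2.43. Among the 8 upregulated genes were the xylanase gene *POX03430* (1.50) and the β-glucosidase gene *POX07963* (1.97), named as exceptions after their values were seen. The lytic polysaccharide monooxygenase genes *AA9A* (*POX08897*) and *POX02308* changed by -2.66 and -2.36, and the expansin-like genes *POX01524* and *POX08485* by -1.85 and -1.46. All of these genes passed the threshold, and the values of the 2 strains did not overlap in any of them.

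**Figure D2:**
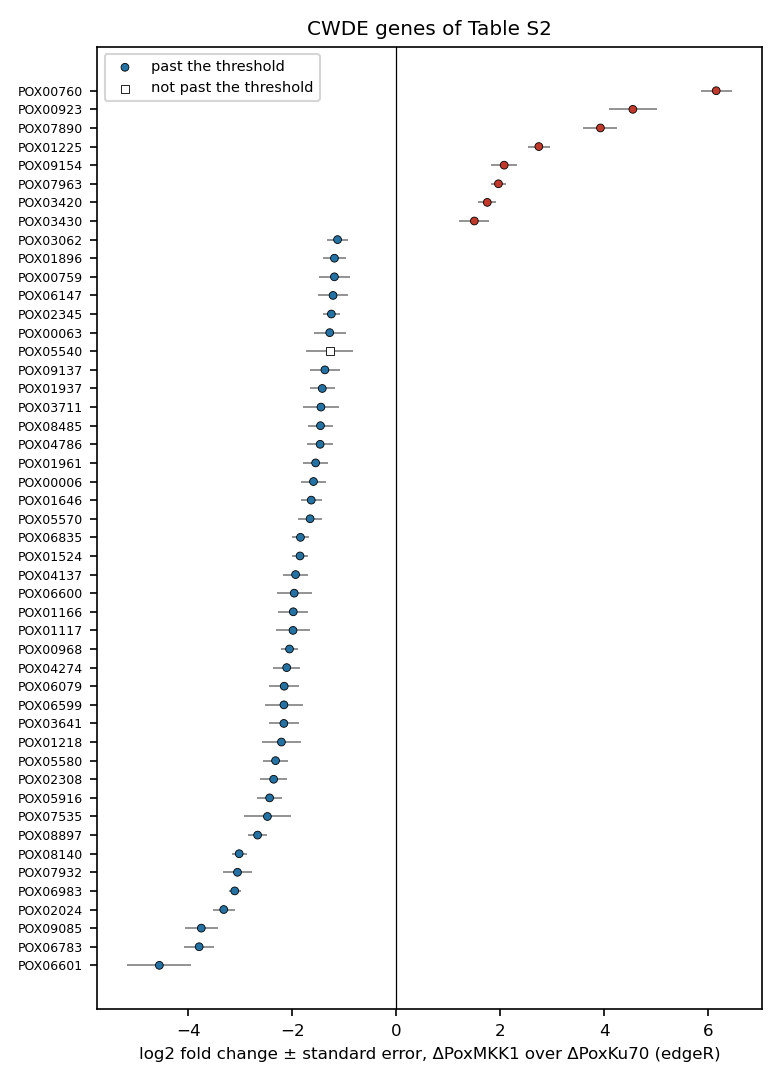
Log2 fold change of Δ*PoxMKK1* over Δ*PoxKu70* (horizontal axis, edgeR) for each of the 48 CWDE genes of Table S2 (vertical axis), with bars of 1 standard error. The 39 blue points are downregulated, the 8 red points are upregulated, and the open square is *POX05540*, which did not pass the threshold.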

Besides CAZyme-encoding genes, the DEGs also contained 38 TF-encoding genes (Figure 5C). Among them, 18 DEGs were downregulated (−2.86 < log2 (fold change) < −1.11) and 20 DEGs were upregulated (1 < log2 (fold change) < 4.7). 

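Among these 38 genes, 33 passed the edgeR threshold, 17 downregulated and 16 upregulated, and 34 passed when adjusted over the list alone, which is not independent evidence since the list was drawn from these libraries. The 18 genes that were lower in Δ*PoxMKK1* had log2 fold changes from -2.93 for *POX03873* to -1.17 for *POX04520*, and the 20 that were higher had log2 fold changes from 0.95 for *PoxPacC* (*POX02768*) to 4.55 for *PoxAbaA* (*POX07025*). The genes that did not pass were *POX04769*, *POX09083*, *POX09469*, *POX05889* and *PoxPacC*. The first 3 of them had an adjusted p of 0.0943, 0.0663 and 0.177 in edgeR's test, and *POX05889* and *PoxPacC* had log2 fold changes under 1. Without replicate F of Δ*PoxMKK1*, *POX04769* and *POX09083* passed, at -1.81 and 1.43. *POX04769* fell under the fold minimum without replicate T of Δ*PoxMKK1*, at -0.81. *POX09083* did so without replicate S of Δ*PoxMKK1* or replicate F of Δ*PoxKu70*, at 0.75 and 0.85. *POX05889* passed without replicate S or T of Δ*PoxMKK1* or replicate T of Δ*PoxKu70*, at 1.03, 1.12 and 1.02. On the ratio of mean FPKM, the scale of Table S2, the lowered genes ran from -2.86 to -1.11. Without replicate F of Δ*PoxKu70*, 30 of the 38 genes passed, the fewest without any 1 library.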

Several known regulatory genes of PPDE production, such as *PoxCxrB* [26], *PoxClrB* [32], *PoxRfxA* [33], *PoxPacC* [34], *POX01118* [35], *POX05276* [26], *POX09124*, and *POX09469* [36] were found, as well as *PoxBrlA* [37], *PoxFlbD*, and *PoxAbaA—*known to activate conidiation in filamentous fungi [38]. Moreover, 25 DEGs encoding sugar transporters were found by InterPro screening in Δ*PoxMKK1*, such as *PoxCdtD* (log2 (fold change) = −2.20), *PoxCdtC* (log2 (fold change) = −1.89), and *PoxRCO-3* (log2 (fold change) = −3.99) (Figure 5D).

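*PoxCxrB* (*POX04420*) had an FPKM of 56.4 ± 24.9 (SD, n = 3) in Δ*PoxMKK1* and 212 ± 60.5 (SD, n = 3) in Δ*PoxKu70*, a log2 fold change of -1.97 (standard error 0.375, adjusted p = 0.00522 in edgeR's test). *PoxClrB* (*POX01960*) fell from 88.0 ± 14.9 (SD, n = 3) to 34.8 ± 4.96 (SD, n = 3), a log2 fold change of -1.40 (standard error 0.173, adjusted p = 7.86e-04). *POX01118* was also downregulated, by -1.51 on the log2 scale (adjusted p = 0.00134). *PoxRfxA* (*POX08664*) was upregulated with a log2 fold change of 1.07 (adjusted p = 4.27e-04), which came to 0.97 without replicate F of Δ*PoxKu70*, where it was not called. *PoxPacC* rose by 0.95 on the log2 scale (standard error 0.17, adjusted p = 0.00393), below the fold minimum, and passed it on the ratio of mean FPKM, at 1.01, and without replicate F of Δ*PoxMKK1* or replicate S of Δ*PoxKu70*, at 1.06 and 1.12. *POX09124* rose from an FPKM of 19.8 ± 3.07 (SD, n = 3) to 116 ± 8.34 (SD, n = 3), a log2 fold change of 2.48. *POX09469* had 223 ± 29.2 FPKM (SD, n = 3) in Δ*PoxMKK1* and 102 ± 77.6 (SD, n = 3) in Δ*PoxKu70*, and its log2 fold change of 1.08 (standard error 0.599, adjusted p = 0.177) did not pass the threshold of edgeR's test, although the values of the 2 strains did not overlap. The log2 fold change of *POX09469* was 1.73 without replicate T of Δ*PoxKu70* and 0.62 without replicate S of Δ*PoxKu70*, and the gene was called in neither case. *POX05276* changed by 0.35 on the log2 scale (adjusted p = 0.0991 in edgeR's test), whereas *POX05726*, a C2H2 zinc finger gene in Table S2, changed by 2.80 (adjusted p = 0.00322).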

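All 25 of these genes passed the edgeR threshold, 13 upregulated and 12 downregulated, with groups that did not overlap, and 25 passed when adjusted over the list alone, which is not independent evidence. *PoxCdtD* (*POX05915*) fell from an FPKM of 2104 ± 509 (SD, n = 3) in Δ*PoxKu70* to 459 ± 70.2 (SD, n = 3) in Δ*PoxMKK1*, a log2 fold change of -2.26 (standard error 0.242, adjusted p = 4.28e-04 in edgeR's test). *PoxCdtC* (*POX06051*) fell from 7092 ± 1445 (SD, n = 3) to 1916 ± 424 (SD, n = 3), a log2 fold change of -1.95 (standard error 0.272, adjusted p = 0.00131). *PoxRCO-3* (*POX07576*) was higher in Δ*PoxMKK1*, with 174 ± 60.4 FPKM (SD, n = 3) against 10.9 ± 13.3 (SD, n = 3), a log2 fold change of 3.95 (standard error 0.869, adjusted p = 0.00953). Its FPKM in replicates F, S and T of Δ*PoxKu70* was 3.58, 2.92 and 26.3, and without replicate T of Δ*PoxKu70* the log2 fold change was 5.64. The downregulated genes had log2 fold changes down to -3.61, for *POX00005*. *POX00960* had 3684 counts over the libraries of Δ*PoxMKK1* and 1 over those of Δ*PoxKu70*, a ratio of 3546 with a 95% counting interval from 636 to 140111.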

### 3.6. Regulation Kinetics of PoxMKK1 on the Expression of Major Genes Encoding PPDE and TFs in P. oxalicum under SmF and SSF

In order to further validate the influences of PoxMKK1 on major PPDE- and TF-encoding genes at the transcriptional level, RT-qPCR analysis was conducted on selected genes as shown in Figure 6. Deletion of *PoxMKK1* significantly reduced the expression of four genes (*cbh2*, *Cel5B*, *Bgl3A*, and *POX06079*) encoding major cellulase and two xylanase genes (*Xyn10A* and *Xyn11B*) in *P. oxalicum* under SmF and SSF by 9.12–99.68%, as compared with the control Δ*PoxKu70* strain (Figure 6A). Notably, the transcriptional levels of amylase genes (*Amy15A*, *POX02412*, and *Amy13A*) in Δ*PoxMKK1* were significantly higher than those in Δ*PoxKu70* by 4.38- to 12.34-fold under 4 h of induction by SCS with SmF, whereas these decreased by 64.66–94.61% at later induction stages (Figure 6C).

Furthermore, under SmF with Avicel and SSF with WR, the transcriptional level of cellulase activator gene *PoxClrB* decreased by 27.95–63.45% and 31.23–67.22% in Δ*PoxMKK1* compared with those in Δ*PoxKu70*, respectively (Figure 6D). In contrast, the expression of *PoxBrlA* was increased 1.97–705.31 times in Δ*PoxMKK1*, which is consistent with the RNA-seq data (Figure 6E). Under SmF with SCS, *PoxClrB* and *PoxAmyR* expression was markedly less in Δ*PoxMKK1* than in Δ*PoxKu70* (Figure 6F).

### 3.7. Comparative Analysis of PoxMK1 and PoxMKK1 Regulons in P. oxalicum

As previously described, PoxMKK1 was an orthologue of Ste7 in *S. cerevisiae*, which was located in upstream of the MAP kinase Fus3/Kss1 in the mating/filamentation–invasion signaling pathway. Therefore, it was necessary to ascertain the overlapped regulons mediated by PoxMKK1 and PoxMK1 in *P. oxalicum*.

Comparative analysis suggested that there were 611 shared DEGs in the regulons of *PoxMKK1* and *PoxMK1*. Among them, the regulatory function of 590 co-regulated genes was consistent between Δ*PoxMKK1* and Δ*PoxMK1*, including 303 upregulated and 267 downregulated genes, compared with the control strain Δ*PoxKu70* (Figure 7A,B). Interestingly, 7 cellulase genes (i.e., 1 *cbh*, 5 *eg*s, and 1 *bgl*), 5 xylanase genes, 23 TF genes (e.g., *PoxCxrB*, *PoxClrB*, *PoxBrlA*, *PoxFlbD*, and *PoxAbaA*), and 16 putative sugar transporter genes (e.g., *PoxCdtD PoxCdtC*, and *PoxRCO-3*) were found in the co-regulated DEGs set (Figure 7C–E), indicating that the Δ*PoxMK1* and Δ*PoxMKK1* mutants shared similar transcriptional profiles.

## 4. Discussion

As one of the multicellular eukaryotic organisms, the growth and development of filamentous fungi are regulated by evolutionarily conserved signal transduction pathways in which protein kinases are major players. In this study, the function of protein kinase PoxMKK1, a mediate component of three-tiered cascade kinases in the Fus3/Kss1-MAP kinase module, was investigated in *P. oxalicum* for the first time. PoxMKK1 is involved in modulating the production of PPDE—including cellulase, xylanase, and amylase, under both SSF and SmF conditions—the regulation of vegetative growth and conidiation.

In previous studies, MAPK modules were found to be involved in the regulation of the production of PPDE in fungi. For instance, three MAPKs are identified as Tmk1, Tmk2, and Tmk3 in *T. reesei*, which are homologous to yeast Hog1, Slt2, and Fus3, respectively [39]. Among of them, Tmk3 promotes cellulase production, whereas Tmk2 represses cellulase formation [40,41]. Deletion of gene *Tmk1* improves cellulase formation, but does not influence the expression of major cellulase genes [39]. However, when cultivated on sugarcane bagasse, the production of cellulase and xylanase by mutant Δ*tmk2* decreases significantly by repressing the transcription of major PPDE-encoding genes [42]. The upstream components of the Tmk3 signaling cascade, including TrSho1, TrSte20, and TrYpd1, differentially regulate cellulase production. Loss of *TrSte20* or repression of *TrSho1* significantly diminishes the transcriptional levels of cellulase genes, whereas overexpression of *TrYpd1* reduces the production of cellulase and repression of *TrYpd1* hardly affects cellulase induction [43]. In *A. nidulans*, xylanase activity is significantly reduced in the Δ*ste7* and Δ*mpkB* mutants, but it is significantly increased in the Δ*pbsA* mutant induced by xylose and/or glucose, especially after 72 h [44]. In some plant pathogenic fungi, such as *F. graminearum* [45], *A. brassicicola* [46,47], and *Valsa mali* [48] MAPK pathways also play an important role in the secretion of PPDE.

In the current study, the regulation of protein kinase PoxMKK1 for PPDE production was characterized in *P. oxalicum*. Although PoxMKK1 mainly positively regulated the production of cellulase and xylanase, fine regulation was different between SmF and SSF conditions. For example, under SmF, pNPGase production of mutant Δ*PoxMKK1* was significantly increased on day 2 after a transfer but was drastically decreased on day 4, while under SSF, pNPGase production remarkably reduced during the whole cultivation period compared with that of the control strain Δ*PoxKu70*. These conditions might have resulted from the fermentation format. During SSF, enough moisture was present on the surface of the porous and moist solid substrate particles to contribute to the development of fungal hyphae. Compared with SmF, SSF improves the kinetic parameters associated with growth and fungal morphology, modifies the expression of many genes, prevents catabolite repression, and increases the secretome complexity, which mimics their natural habitat [49,50]. Previous work demonstrated different transcription profiles of *P. oxalicum* cultivated under SSF and SmF. For instance, major cellulase genes increased their transcripts under SSF in comparison with those under SmF, but genes participating in the citric acid cycle were down-regulated, hinting that a distinct regulatory network was exhibited in *P. oxalicum* under SSF and SmF [36]. However, uncovering the detailed mechanism of PoxMKK1 functions would require further study under SSF and SmF, respectively.

Additionally, the restorative effect of cellulase and xylanase production was observed to result from gene *PoxMKK1* deletion under SSF, which also occurred in *T. reesei* Δ*tmk3* [41]. Accordingly, the effects of PoxMKK1 on PPDE production were dependent on carbon source, cultivation time and fermentation mode in *P. oxalicum*.

Moreover, it should be noted that the expression of major amylase genes including *amy15A*, *POX02412*, and *amy13A* was dynamically regulated by PoxMKK1; for instance, the expression of these genes was increased at 4 h of induction in the mutant Δ*PoxMKK1* in comparison with the Δ*PoxKu70*, whereas it was downregulated at 12 and 24 h. This result should be attributed to the induction of an extracellular complex carbon source. Starch consists of multiple glucose units that are linked by α-1,4-glycosidic bonds and branched by α-1,6-glycosidic bonds, which could be hydrolyzed by amylase. Amylase consists of four related enzymes, α-amylase (EC 3.2.1.1), glucoamylase (EC 3.2.1.3), α-glucosidase (EC 3.2.1.20), and 1,4-α-glucanbranching enzyme (EC 2.4.1.18). α-amylase breaks α-1,4-glycosidic bonds into amylopectin, or amylose straight chains, to release straight-chain and branched oligosaccharides of various lengths. Glucoamylase can cleave both α-1,4- or α-1,6-glucosidic bonds at the non-reducing ends of starch chains, or dextrins, to release glucose [51]. Filamentous fungi secrete a large number of starch-hydrolytic enzymes, all of which are induced by starch, dextrin, or maltose to different extents but depending on the requirement of fungal cells.

Furthermore, regulon comparative analysis showed that there was cross-talk regulation mediated by PoxMK1 and PoxMKK1 and that lots of DEGs, such as essential TF and sugar transporter genes, are co-regulated by them (Figure 8). ClrB is a crucial TF for cellulase activation in the presence of cellulose [52], while BrlA, as a central regulator of conidiation, not only plays an extensive role in the regulation of secondary metabolism, but also negatively regulates the expression of cellulase genes [37]. CxrB is a C2H2-type zinc finger TF for positively regulating the production of cellulase and xylanase, which directly bound the promoter regions of *BrlA* [22,26]. The sugar transporters are important for the utilization of lignocellulose, and of them, cellodextrin transporters CdtC and CdtD are necessary for the induction of cellulase expression [53]. A non-transporting glucose sensor, RCO-3, is involved in the regulation of the glucose transport system, and leads to carbon catabolite repression [54]. Additionally, direct interaction between PoxMK1 and POX06496/Hog1 was detected in Y2H assays. Deletion of gene *PoxMK1* enhances the phosphorylation of POX06496/Hog1, which phosphorylates PoxAtf1 to depress the expression of cellulase and xylanase genes [23]. These results reveal that PoxMKK1 may regulate the production of cellulase and xylanase via PoxMK1.

In *S. cerevisiae*, the heterotrimeric G-protein is initially separated into the Gα and Gβγ response to external signals. The Gβγ recruits the scaffold protein Ste5, and then the Ste5 assembles Ste11, Ste7, and Fus3/Kss1 [7]. The adaptor protein Ste50 also tethers Ste11, which contributes to the phosphorylation of Ste11. However, the orthologs of Ste5 do not exist in many filamentous fungi [10]. Therefore, it can be postulated that the Fus3/Kss1 signaling pathway regulates the cellulase and xylanase production in a tetrameric manner, but further research will need to be carried out in order to confirm this.

In addition, vegetative growth and sporulation are two fundamental processes in filamentous fungi. Previous studies showed that a lack of Fus3/Kss1-type MAPK cascade was correlated with a reduced hyphal growth rate and asexual sporulation in *Neurospora crassa* [55], *Aspergillus flavus* [56], *A. fumigatus* [57], *Aspergillus niger* [58], and *Botrytis cinerea* [59]. In *Cryphonectria parasitica*, although deletion of the gene *cpkk2* results in impaired growth on PDA plates, the biomass weight was similar to that of the wild-type strain in CM [60]. In *Colletotrichum higginsianum*, the *ChSte7* disruption mutant shows extremely decreased growth on PDA, biomass accumulation in PDB, and conidial germination, but produces as many conidia as the wild-type strain [61]. In *Fusarium graminearum*, the mutant Δ*FgSte7* grows obviously more slowly than the wild-type progenitor on the plates of PDA, CM, and minimum medium, and exhibits a significant decrease in conidiation after 4 days of incubation [45]. In *B. bassiana*, mutant Δ*mkk6* showed much less-severe growth defects on rich SDAY plates than on minimal CZA plates with different carbon or nitrogen sources, and the conidial yield was reduced by 78% on SDAY plates [14]. However, our study found that the mutant Δ*PoxMKK1* grew faster than the control strain on PDA plates, though it showed no significant difference on the plates of MMM with glucose, SCS, or Avicel. Moreover, the dry mycelium weight of Δ*PoxMKK1* in MMM with either glucose or Avicel showed a visible decrease compared to that of Δ*PoxKu70*, while no difference was displayed in CM and MMM with SCS. Interestingly, the asexual spores of the Δ*PoxMKK1* were reduced significantly on the above-mentioned solid plates, but they increased significantly in the liquid media. When cultivated for 2 days under SmF, phialides differentiated from the hypha tip of the Δ*PoxMKK1*. Furthermore, the transcriptions of conidiation-activator genes *FlbD*, *BrlA*, and *AbaA* in the Δ*PoxMKK1* increased by several to dozens of folds compared with those in the control strain under SmF, deduced by Avicel for 24 h after a shift. 

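In the libraries of mycelia on Avicel for 24 h, *PoxBrlA* (*POX06534*) had an FPKM of 411 ± 43.1 (SD, n = 3) in Δ*PoxMKK1* and 25.7 ± 18.7 (SD, n = 3) in Δ*PoxKu70*. This was a 15.4-fold change, or 3.95 on the log2 scale (standard error 0.664, adjusted p = 0.00302 in edgeR's test). The 3 libraries of Δ*PoxKu70* spread widely, at 29.4, 5.38 and 42.2 FPKM in replicates F, S and T, and the log2 fold change lay between 3.47 and 4.47 with each library left out in turn. *PoxAbaA* (*POX07025*) rose from 3.87 ± 0.54 (SD, n = 3) to 95.03 ± 9.01 FPKM (SD, n = 3), which was 23.5-fold or 4.55 on the log2 scale (standard error 0.158, adjusted p = 5.29e-06). *PoxFlbD* (*POX07099*) rose from 164 ± 46.7 (SD, n = 3) to 457 ± 48.2 FPKM (SD, n = 3), which was 2.67-fold or 1.42 on the log2 scale (standard error 0.211, adjusted p = 0.00178). The rise in each of the 3 genes exceeded the spread between replicates. The paper cites BrlA as essential and sufficient for conidiation, FlbD and AbaA as its activators and AbaA as required for phialides, and relates spore production and hyphal differentiation in Δ*PoxMKK1* under SmF to the expression of conidiation-related TF genes.

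**Figure D3:**
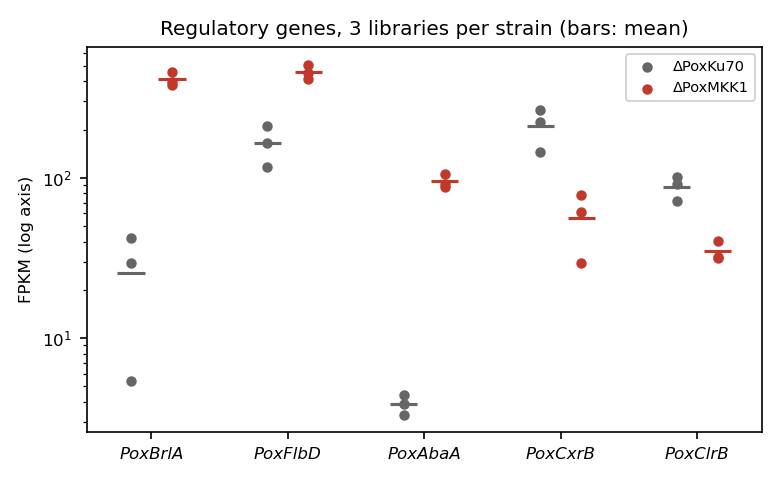
FPKM (vertical log axis) of *PoxBrlA*, *PoxFlbD*, *PoxAbaA*, *PoxCxrB* and *PoxClrB* in the 3 libraries of Δ*PoxKu70* (grey) and of Δ*PoxMKK1* (red), with bars at the means. For each gene the values of the 2 strains do not overlap, the first 3 genes being higher in Δ*PoxMKK1* and the others lower.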

As is known, the TF BrlA is essential and sufficient for conidiation in filamentous fungi, and it is activated by FlbD and AbaA, and the AbaA is required for the differentiation of phialides [38], which suggests that spore production and hypha differentiation are consistent with the expression of conidiation-related TF genes in Δ*PoxMKK1* under SmF. Consequently, the Ste7 homologue PoxMKK1 affects vegetative growth and conidiation, which is not only related to species, but also to cultural conditions in filamentous fungi.

In future studies, we should investigate the influence of the simultaneous manipulation of gene *PoxMKK1* with other regulatory genes by, for example, constructing double/triple gene-deleted/overexpressed mutant, with the aim of maximizing PPDE production, which can potentially assist with the saccharification of lignocellulosic biomass. In addition, the heterologous expression of gene *PoxMKK1* in other systems such as *Trichoderma reesei* should be considered in order to possibly minimize the regulatory side-effects of its expression. Alternatively, the expression of gene *PoxMKK1* could be fine-tuned via the manipulation of promoter and terminator in *P. oxalium* in order to improve PPDE production.

In summary, our study reveals that the protein kinase PoxMKK1 modulated PPDE production, vegetative growth, and asexual sporogenesis in *P. oxalicum*. The functional characterization of PoxMKK1 will contribute to our understanding of the molecular mechanisms involved in morphogenesis and the regulation of processes of cellulolytic enzyme synthesis by the Fus3/Kss1 signaling pathway. In turn, this may allow for the development of strategies to construct an engineering strain with high PPDE production by rational design.

## Figures and Tables

**Figure 1:**
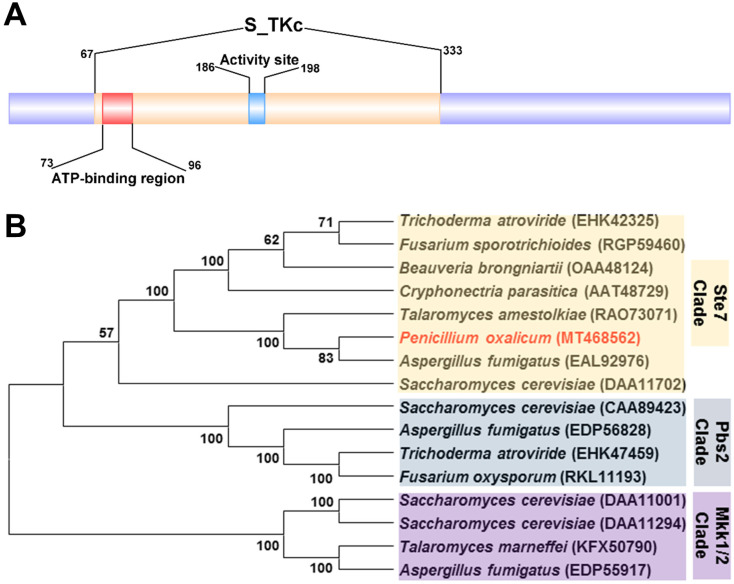
Structure and phylogenetic analyses of protein kinase PoxMKK1 (POX07948). (**A**) Conserved domain. S_TKc, serine/threonine protein kinase catalytic domain. (**B**) Phylogenetic tree of PoxMKK1 and its homologs. The phylogenetic tree was generated by the MEGA X software using the neighbor-joining (N–J) method. The numbers at the branch nodes are bootstrap values (>50%) based on 1000 replicates.

**Figure 2:**
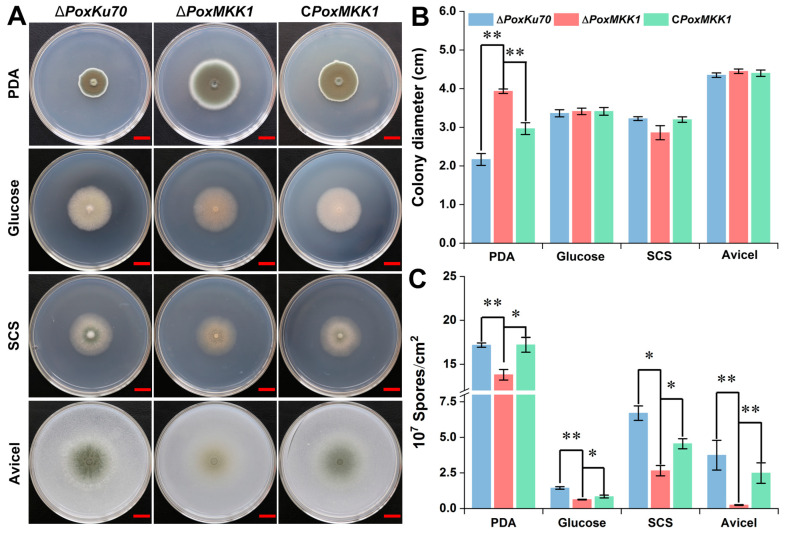
Phenotype characteristics of *P. oxalicum* mutant Δ*PoxMKK1*, the control strain Δ*PoxKu70*, and complementary strain C*PoxMKK1* on the different solid plates. (**A**) Colony morphology grown for 4 days. Scale bars = 1.0 cm. (**B**) Colony diameter. (**C**) Spore count. The number of spores was counted on PDA at 28 °C for 5 days, on MMM with 1.0% glucose and 1.0% SCS for 14 days, and on 2.0% Avicel for 7 days, respectively. PDA, potato dextrose agarose. MMM, modified minimum medium. SCS, soluble corn starch. The symbols * and ** showed significant differences (* *p* < 0.05, ** *p* < 0.01) between mutant Δ*PoxMKK1* and the control strain Δ*PoxKu70*, and between mutant Δ*PoxMKK1* and complementary strain C*PoxMKK1*, as assessed by Student’s *t*-test.

**Figure 3:**
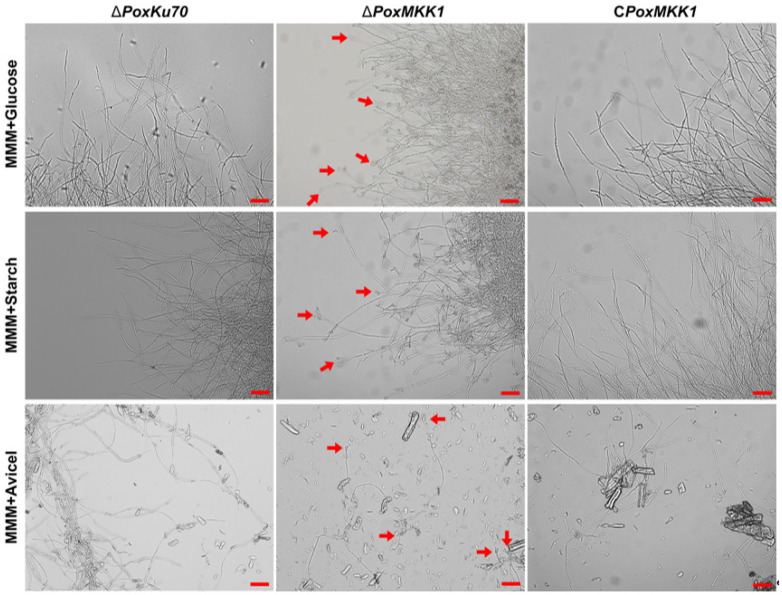
Microscopic images of hyphae in MMM containing 1.0% glucose, 1.0% SCS, and 2.0% Avicel as the solo carbon source at 28 °C for 24 h with 180 rpm (10^8^ conidia/mL). The red arrowheads point to conidiophores. Scale bars = 50 μm.

**Figure 4:**
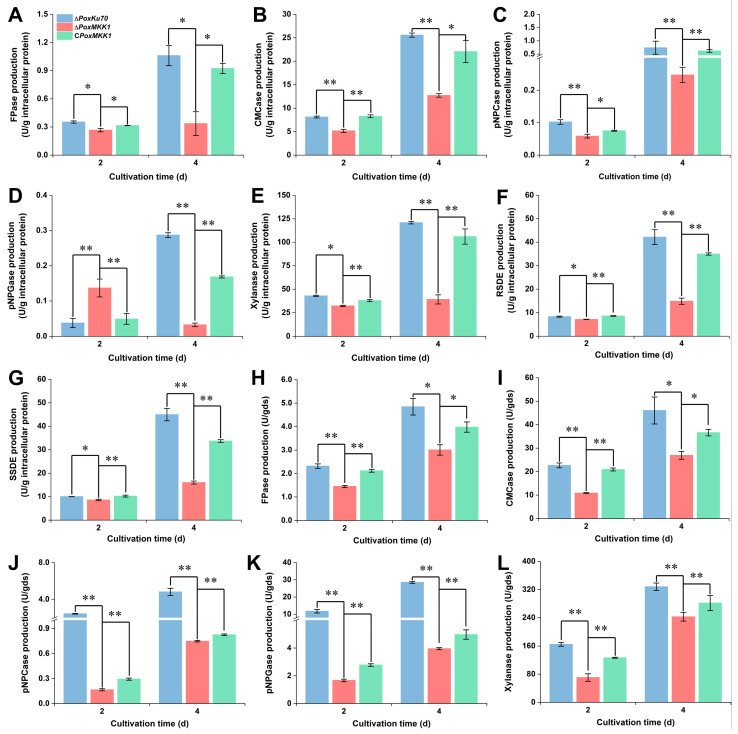
Protein kinase PoxMKK1 affects PPDE production in *P. oxalicum*. Cellulase (**A**−**D**,**H**−**K**) and xylanase (**E**,**L**) production are determined in liquid medium with 2.0% Avicel and solid medium containing wheat bran plus rice straw under SmF and SSF, respectively. (**F**) RSDE and (**G**) RSDE. Production was performed in liquid medium with 1.0% SCS. Enzymatic activity was assayed at 2–4 days after a shift from glucose. SSDE, soluble starch-degrading enzyme. RSDE, raw cassava starch-degrading enzyme. SmF, submerged fermentation. SSF, solid-state fermentation. Error bars indicate standard deviations of these results from three biological replicates. Significant differences are indicated by an asterisk between the deletion mutant Δ*PoxMKK1* and the control strain or the complementation strain C*PoxMKK1*, respectively (* *p* < 0.05, ** *p* < 0.01, Student’s *t*-test).

**Figure 5:**
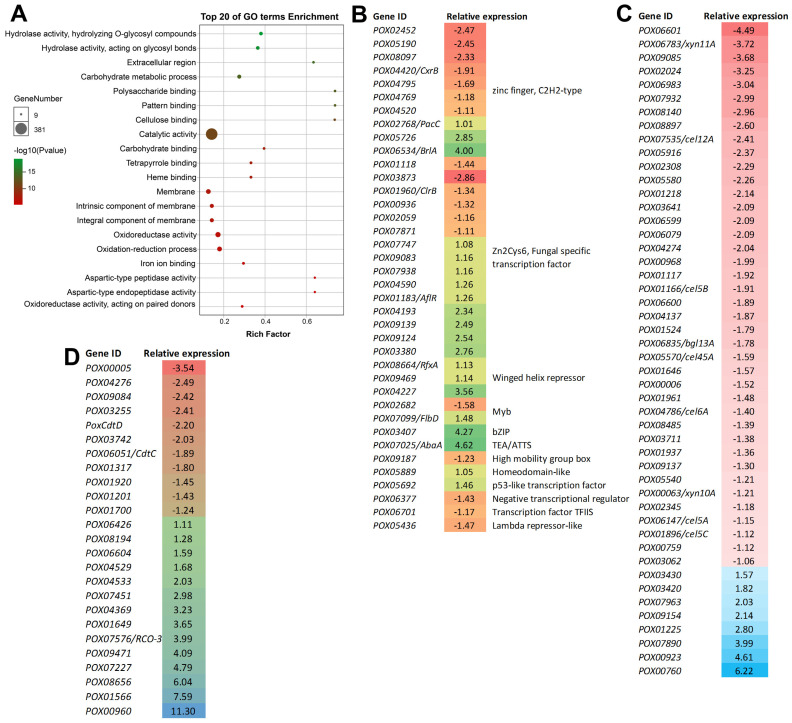
Transcriptomic analysis of the *P. oxalicum* mutant Δ*PoxMKK1* and the control strain Δ*PoxKu70* grown in MMM with 2.0% Avicel. Total RNAs for RNA sequencing were prepared from fungal hypha cultivated for 24 h after a shift. (**A**) The gene ontology (GO) annotation of differentially expressed genes (DEGs) for the top 20 GO terms’ enrichment. (**B**−**D**) Heatmap showing the transcription abundance of DEGs encoding putative CAZymes, transcription factors (TFs), and sugar transporters. FPKM, fragments per kilobase of exon per million mapped reads.

**Figure 6:**
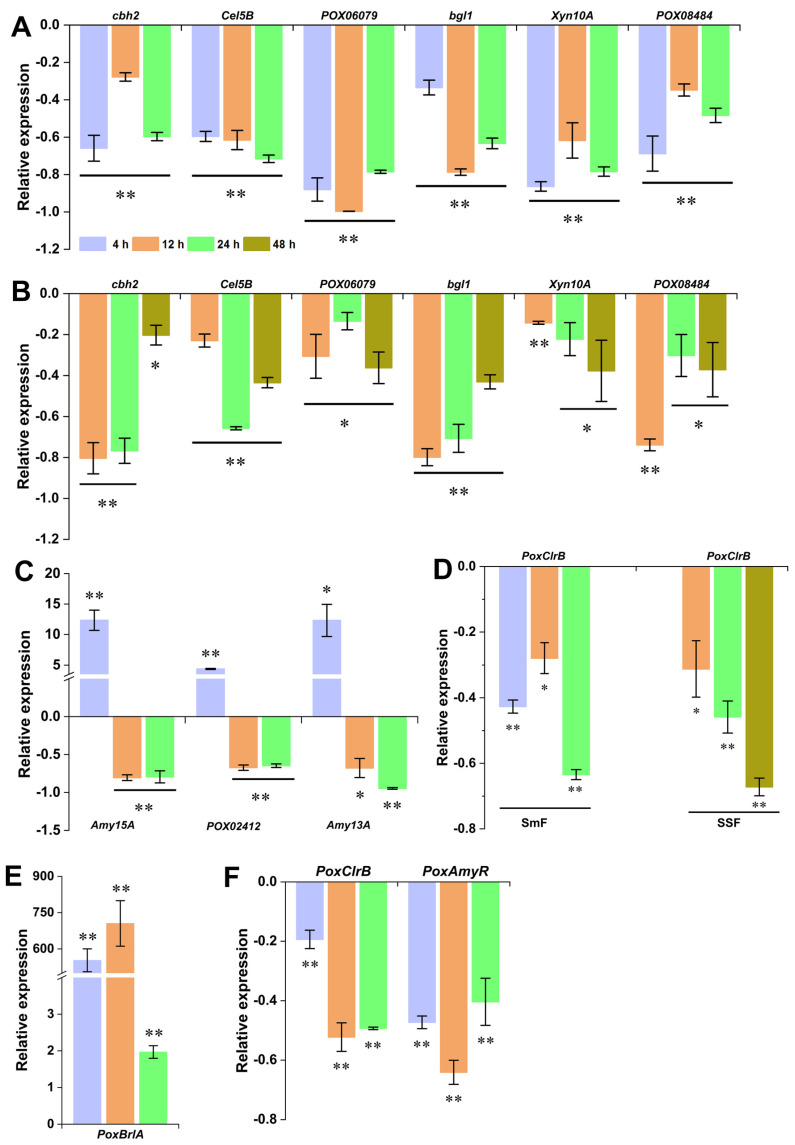
Key gene expression analysis of *P. oxalicum* strains by RT-qPCR assay. (**A**,**B**) Expression abundance of major cellulase and xylanase genes under SmF and SSF. (**C**) Expression abundance of major amylase genes. (**D**) Expression abundance of known transcription factor (TF) genes for regulating cellulase and xylanase production. (**E**) Expression abundance of known TF genes for regulating amylase production. (**F**) Expression abundance of *BrlA* gene involved in asexual development. The transcript levels of each gene were tested at three different times (at 4, 12, and 24 h under SmF and at 12, 24, and 48 h under SSF) after a transfer and were then standardized against those of the control strain Δ*PoxKu70*. * *p* < 0.05 and ** *p* < 0.01 according to Student’s *t*-test indicated significant differences between the mutant Δ*PoxMKK1* and the control strain.

**Figure 7:**
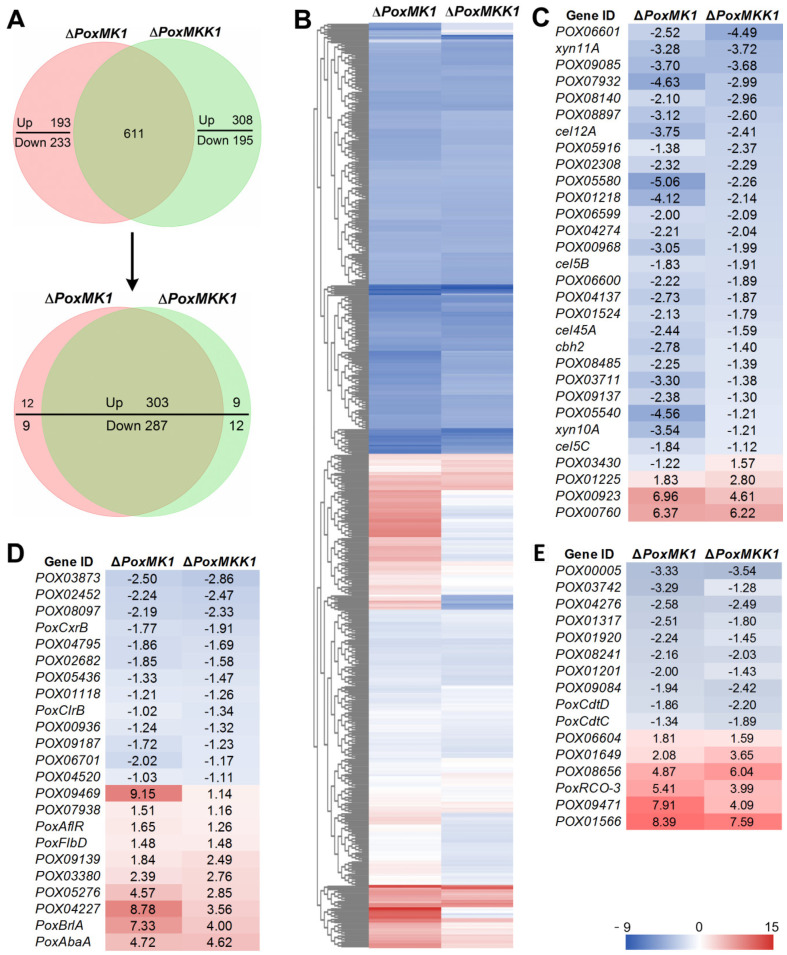
Regulon comparison of *PoxMK1* and *PoxMKK1* deduced by Avicel for 24 h. (**A**) Number of co-regulated differentially expressed genes (DEGs). (**B**) Heatmap illustrating co-regulated DEGs; (**C**−**E**) DEGs encoding predicted CAZymes, TFs, and sugar transporters.

**Figure 8:**
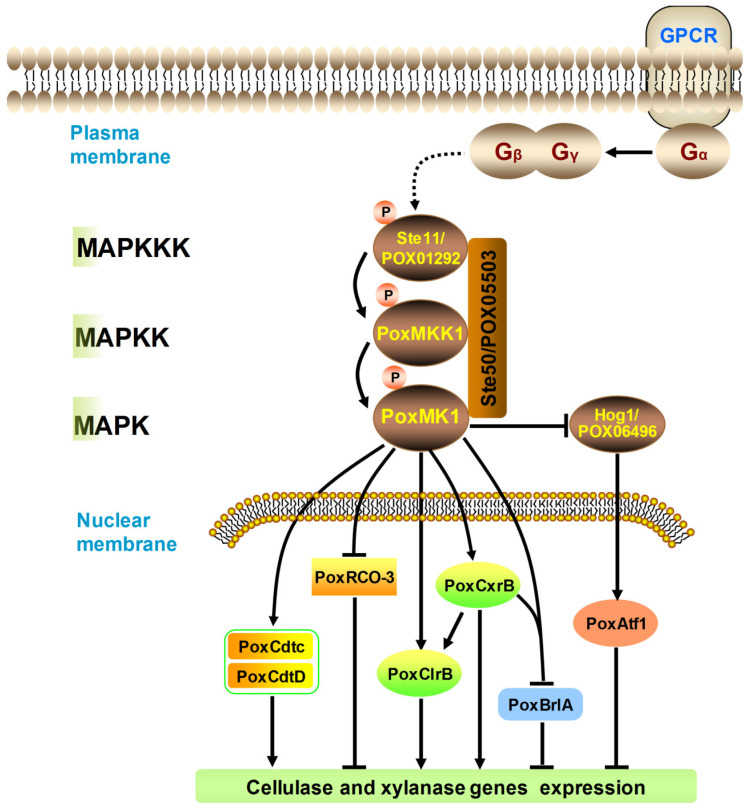
Schematic model for the regulatory network of protein kinase PoxMKK1 in *P. oxalicum* according to the data. GPCRs, G protein-coupled receptor. A P in orange-red circles represents phosphorylation events. The dashed lines represent that the pathway needs to be further confirmed. Arrows indicate activation, whereas bars indicate repression.

## Data Availability

All data are available in the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9040397/s1, Figure S1: Screening of PoxMK1-interacting protein in *P. oxalicum* using yeast two hybrid approach; Figure S2: Deletion mutants confirmation of PoxMK1-interacting protein gene in *P. oxalicum*; Figure S3: FPase production of the control strain Δ*PoxKu70* and mutants Δ*POX04853*, Δ*POX06496*, Δ*POX07588* and Δ*POX07948*; Figure S4: PCR verification of complementary strain C*PoxMKK1*; Figure S5: Biomass determination of *P. oxalicum* mutant Δ*PoxMKK1* and the control strain Δ*PoxKu70* in different liquid medium at 28 °C with 180 rpm for 72 h; Figure S6: Conidia number of *P. oxalicum* mutant Δ*PoxMKK1*, complementation strain C*PoxMKK1* and the control strain Δ*PoxKu70*; Figure S7: Pearson’s correlation analysis of the transcriptomes of *P. oxalicum* mutant strain Δ*PoxMKK1* and the control strain Δ*PoxKu70*; Table S1: Primers used in this study; Table S2: List of 1114 differentially expressed genes in *P. oxalicum* mutant ∆*PoxMKK1* compared with the control strain ∆*PoxKu70* in the presence of Avicel.

# Supplementary material for: Protein Kinase PoxMKK1 Regulates Plant-Polysaccharide-Degrading Enzyme Biosynthesis, Mycelial Growth and Conidiation in Penicillium oxalicum
**Source:** J Fungi (Basel). 2023 Mar 23;9(4):397. doi: 10.3390/jof9040397
**Supplement:** Supplementary file 1

Supplementary Material

Article

# Protein Kinase PoxMKK1 Regulates Plant-Polysaccharide-Degrading Enzyme Biosynthesis, Mycelial Growth and Conidiation in *Penicillium oxalicum*

Bo Ma, Xue-Mei Luo, Shuai Zhao \* and Jia-Xun Feng \*

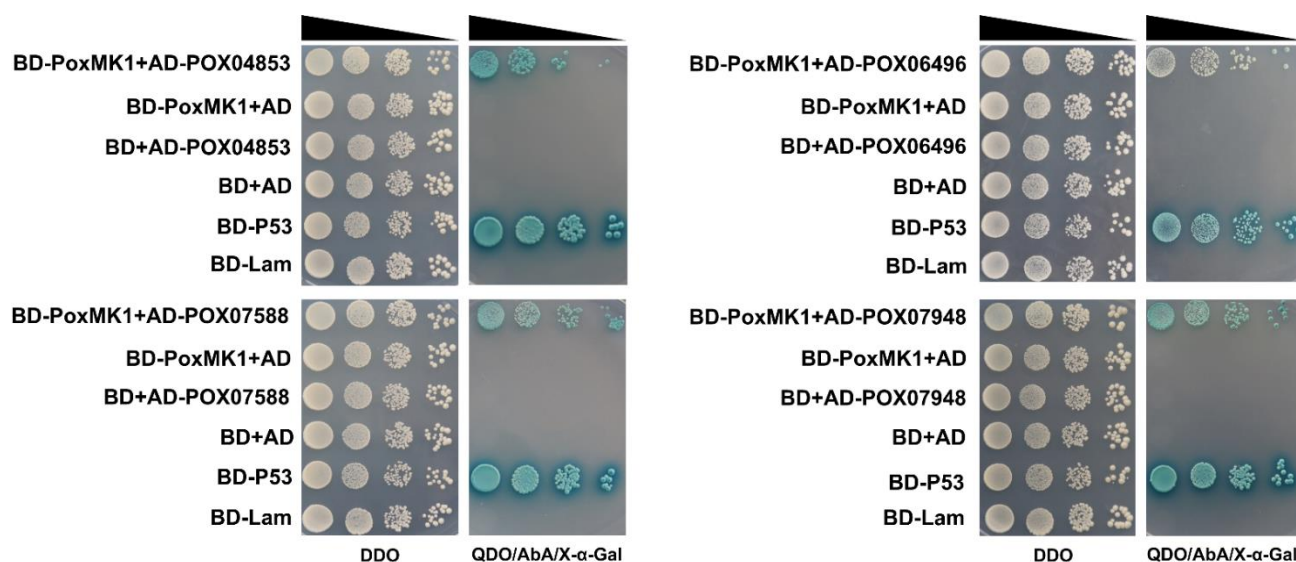

Figure S1. Screening of PoxMK1-interacting protein in *P. oxalicum* using yeast two hybrid approach. Y2HGold cells were co-transformed with pGBKT7-PoxMK1 and each of candidate prey plasmids, and then pointed on DDO and QDO/X/A plates at 30°C for 3–5 days, respectively. The presence of blue colonies indicated positive interaction. BD-53 was positive control, and BD-Lam was used as a negative control. BD, pGBKT7. AD, pGADT7.

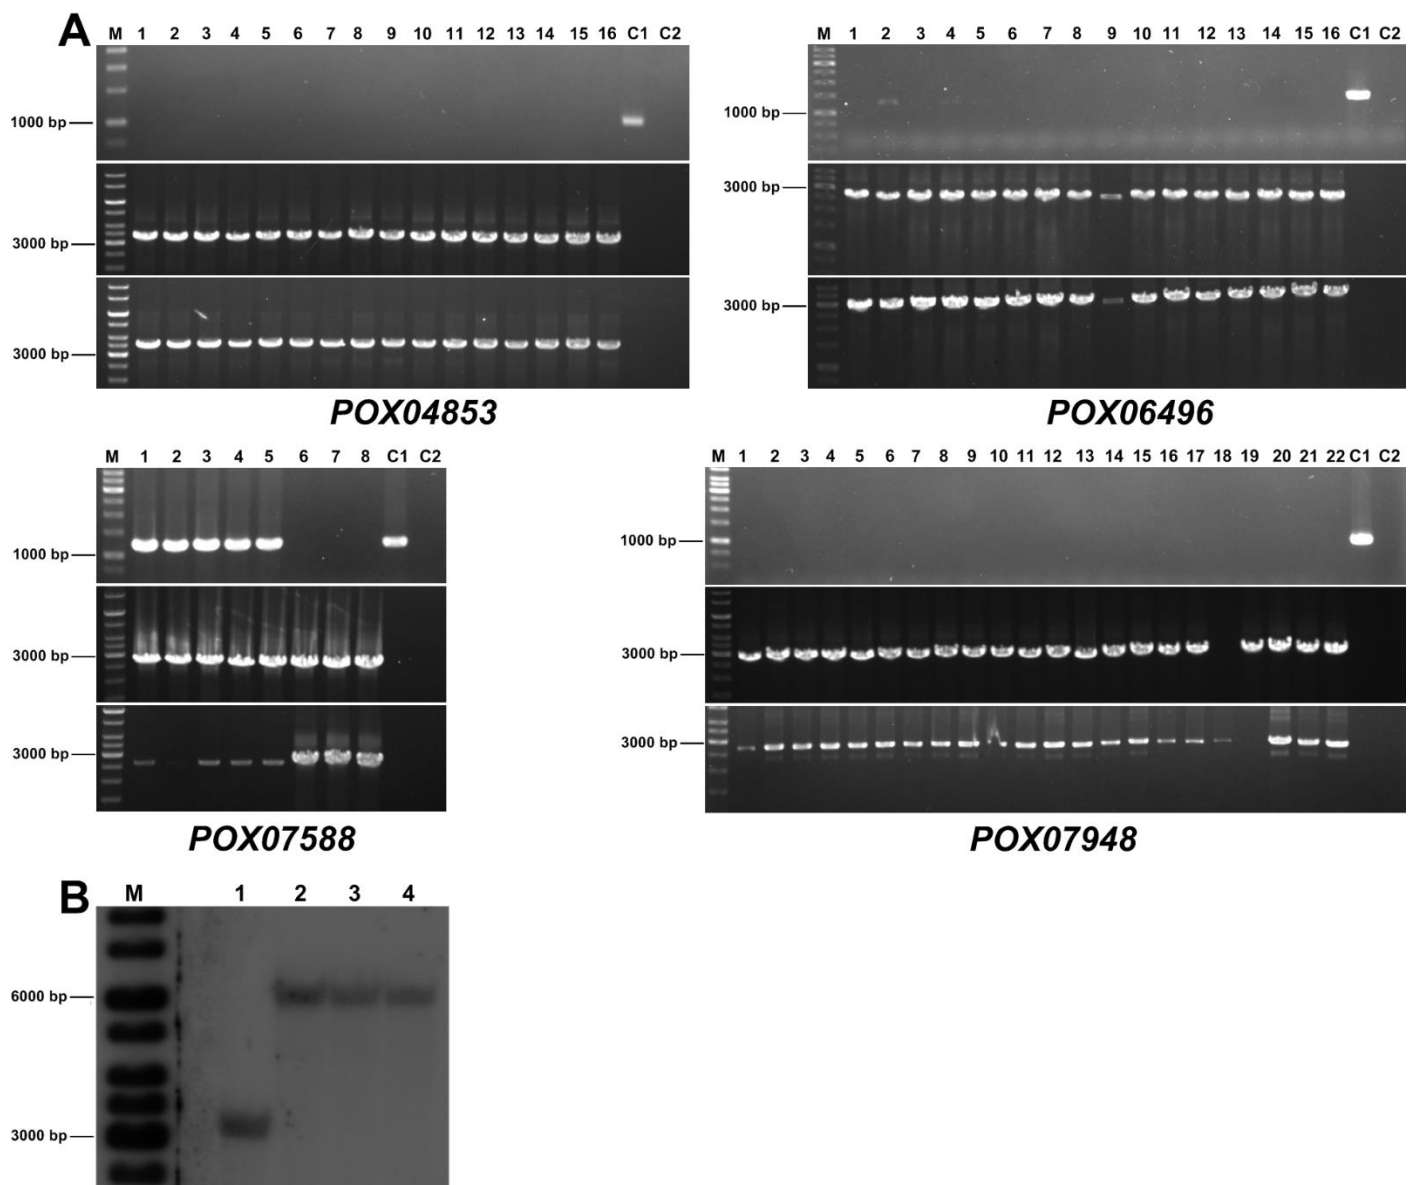

Figure S2. Deletion mutants confirmation of PoxMK1-interacting protein gene in *P. oxalicum*. (A) PCR verification. M, 10 kb DNA markers; Lane C1, the control strain  $\Delta PoxKu70$ ; Lane C2, ddH<sub>2</sub>O; Lanes the rest, transformants for each candidate gene deletion mutant strain. The top panel shows amplification of target gene using primers Target gene V-F/Target gene V-R, the middle panel shows amplification of left-cross DNA region using primers Target gene L-F/G418 V-F, the bottom panel shows amplification of right-cross DNA region using primers G418 V-R/Target gene-R-R. (B) Southern blot analysis. M, 1.0 kb DNA marker; Lane 1, the control strain *PoxKu70*; Lane 2-4, three transformants for mutant  $\Delta POX07948$ .

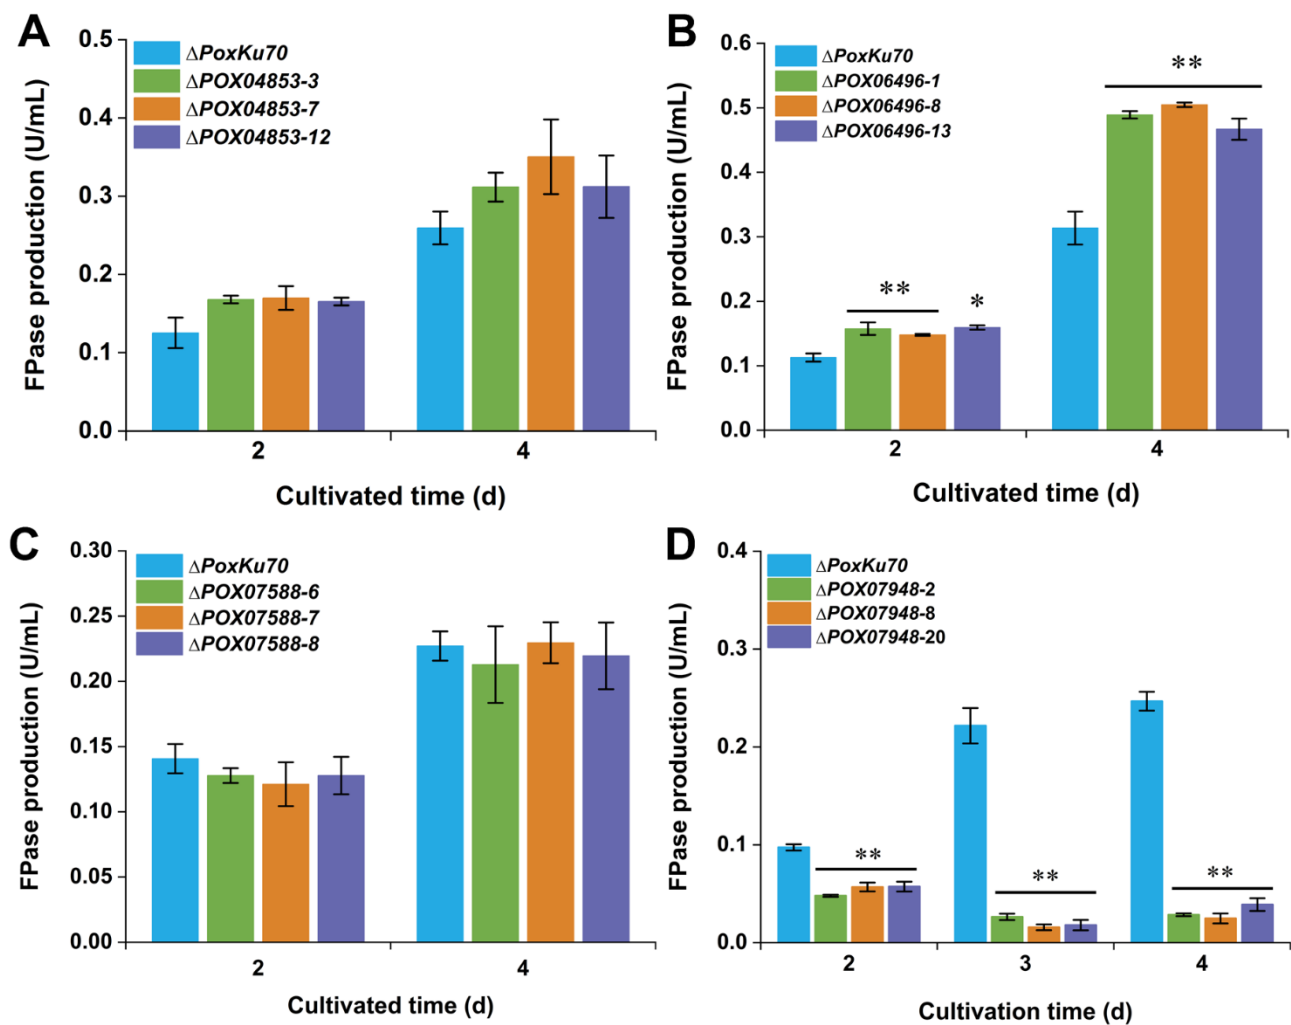

Figure S3. FPase production of the control strain  $\Delta PoxKu70$  and mutants  $\Delta POX04588$ ,  $\Delta POX06496$ ,  $\Delta POX07588$  and  $\Delta POX07948$ . Enzyme production was measured in MMM using Avicel as the sole carbon source at 28°C for 2–4 days, after a transfer from glucose. MMM, minimum modified medium. The asterisk represents significant differences compared with the control strain (\*  $P < 0.05$ , \*\*  $P < 0.01$ , Student's t test).

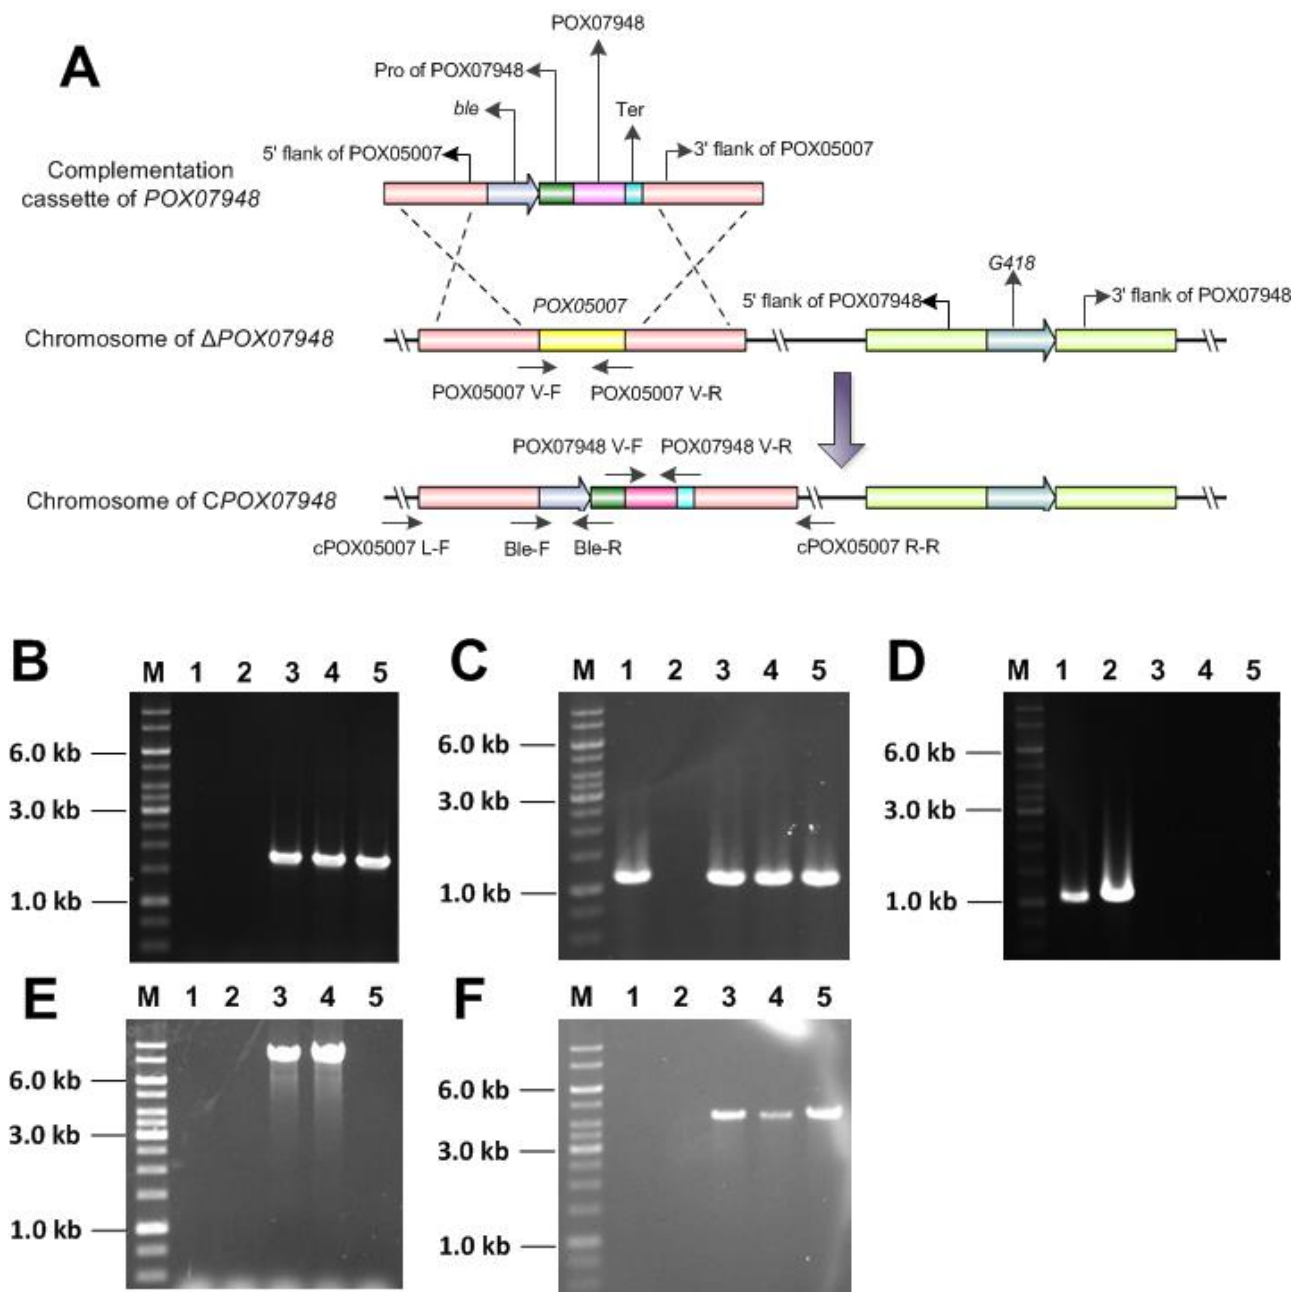

Figure S4. PCR verification of complementary strain *CPoxMKK1*. (A) Schematic diagram showing construction strategy of complementation strain. (B–F) PCR analysis. M: 1.0 kb maker; Lanes 1:  $\Delta PoxKu70$ . Lanes 2:  $\Delta PoxMKK1$ . Lane 3–5: three transformants for *CPoxMKK1*. (B) PCR amplification was performed with specific primers Ble-F/Ble-R. (C) PCR amplification was performed with primers POX07948-V-F/POX07948-V-R. (D) PCR amplification was performed with primers POX05007V-F/POX05007V-R. (E) PCR amplification was performed with primers cPOX05007-L-F/Ble-R. (F) PCR amplification was performed with primers Ble-F/cPOX05007-R-R.

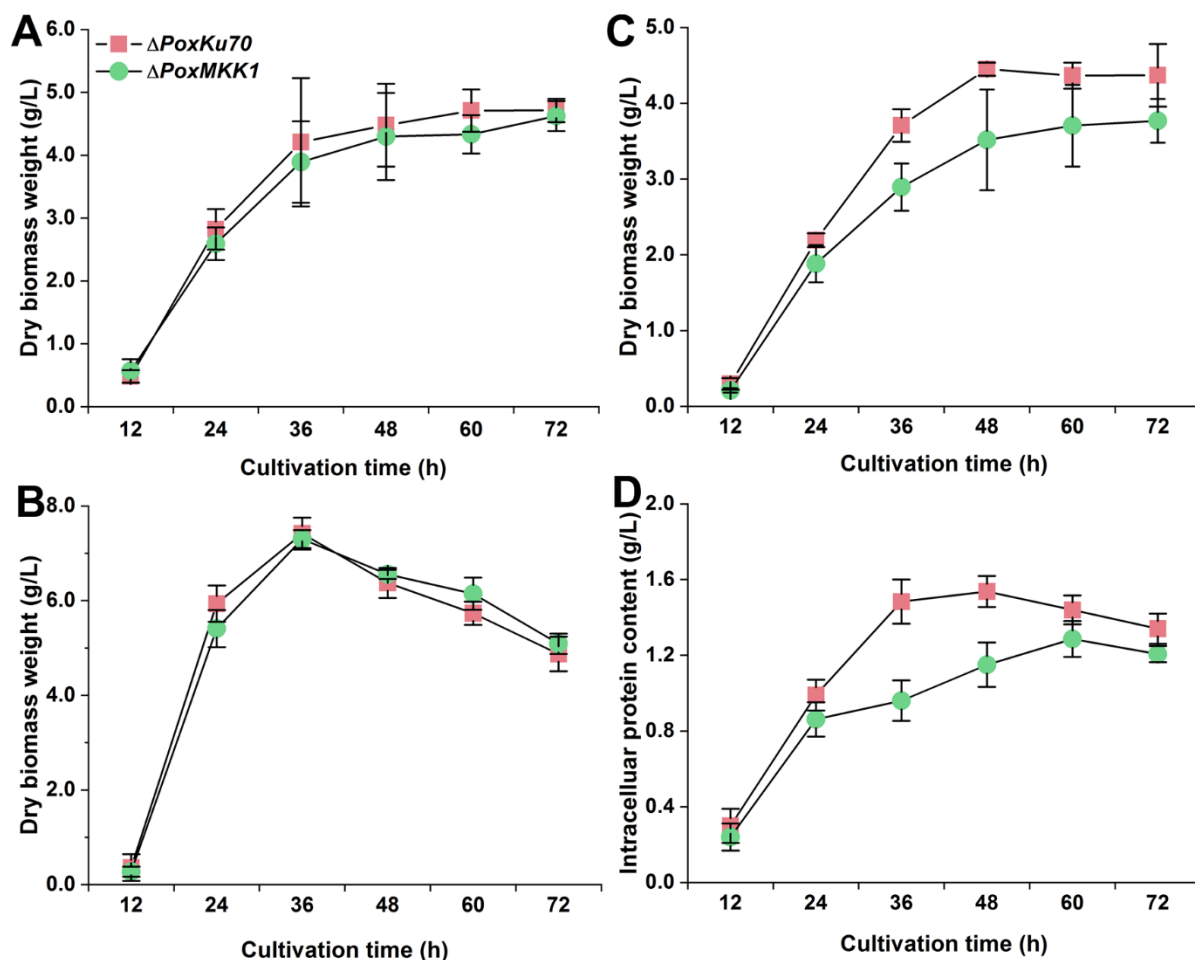

Figure S5. Biomass determination of *P. oxalicum* mutant  $\Delta PoxMKK1$  and the control strain  $\Delta PoxKu70$  in different liquid medium at 28°C with 180 rpm for 72 h. (A–C) MMM with 1.0% glucose, 1.0% SCS, and 2.0% Avicel. (D) complete medium. SCS, soluble corn starch.

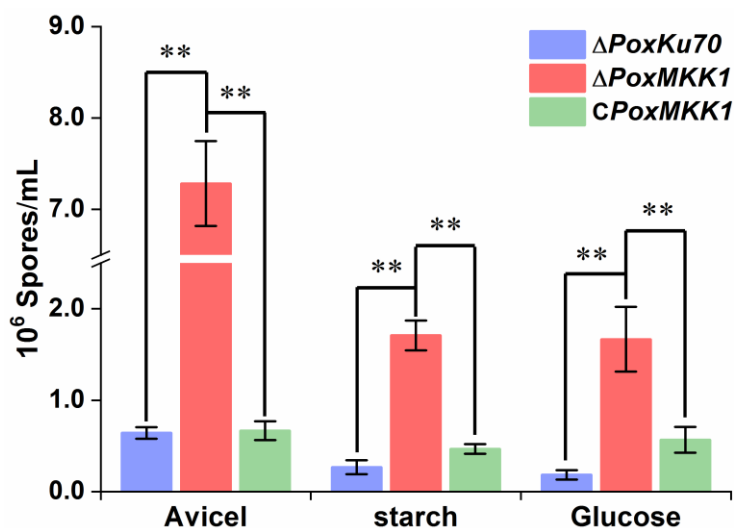

Figure S6. Conidia number of *P. oxalicum* mutant  $\Delta PoxMKK1$ , complementation strain  $CPoxMKK1$  and the control strain  $\Delta PoxKu70$  in MMM with 1.0% glucose, 2.0% Avicel, and 1.0% SCS and complete medium cultured for 6 days. The asterisk \*\* indicated significant differences ( $P < 0.01$ , Student's *t* test) between mutant  $\Delta PoxMKK1$  and the control strain  $\Delta PoxKu70$  or complementary strain  $CPoxMKK1$ .

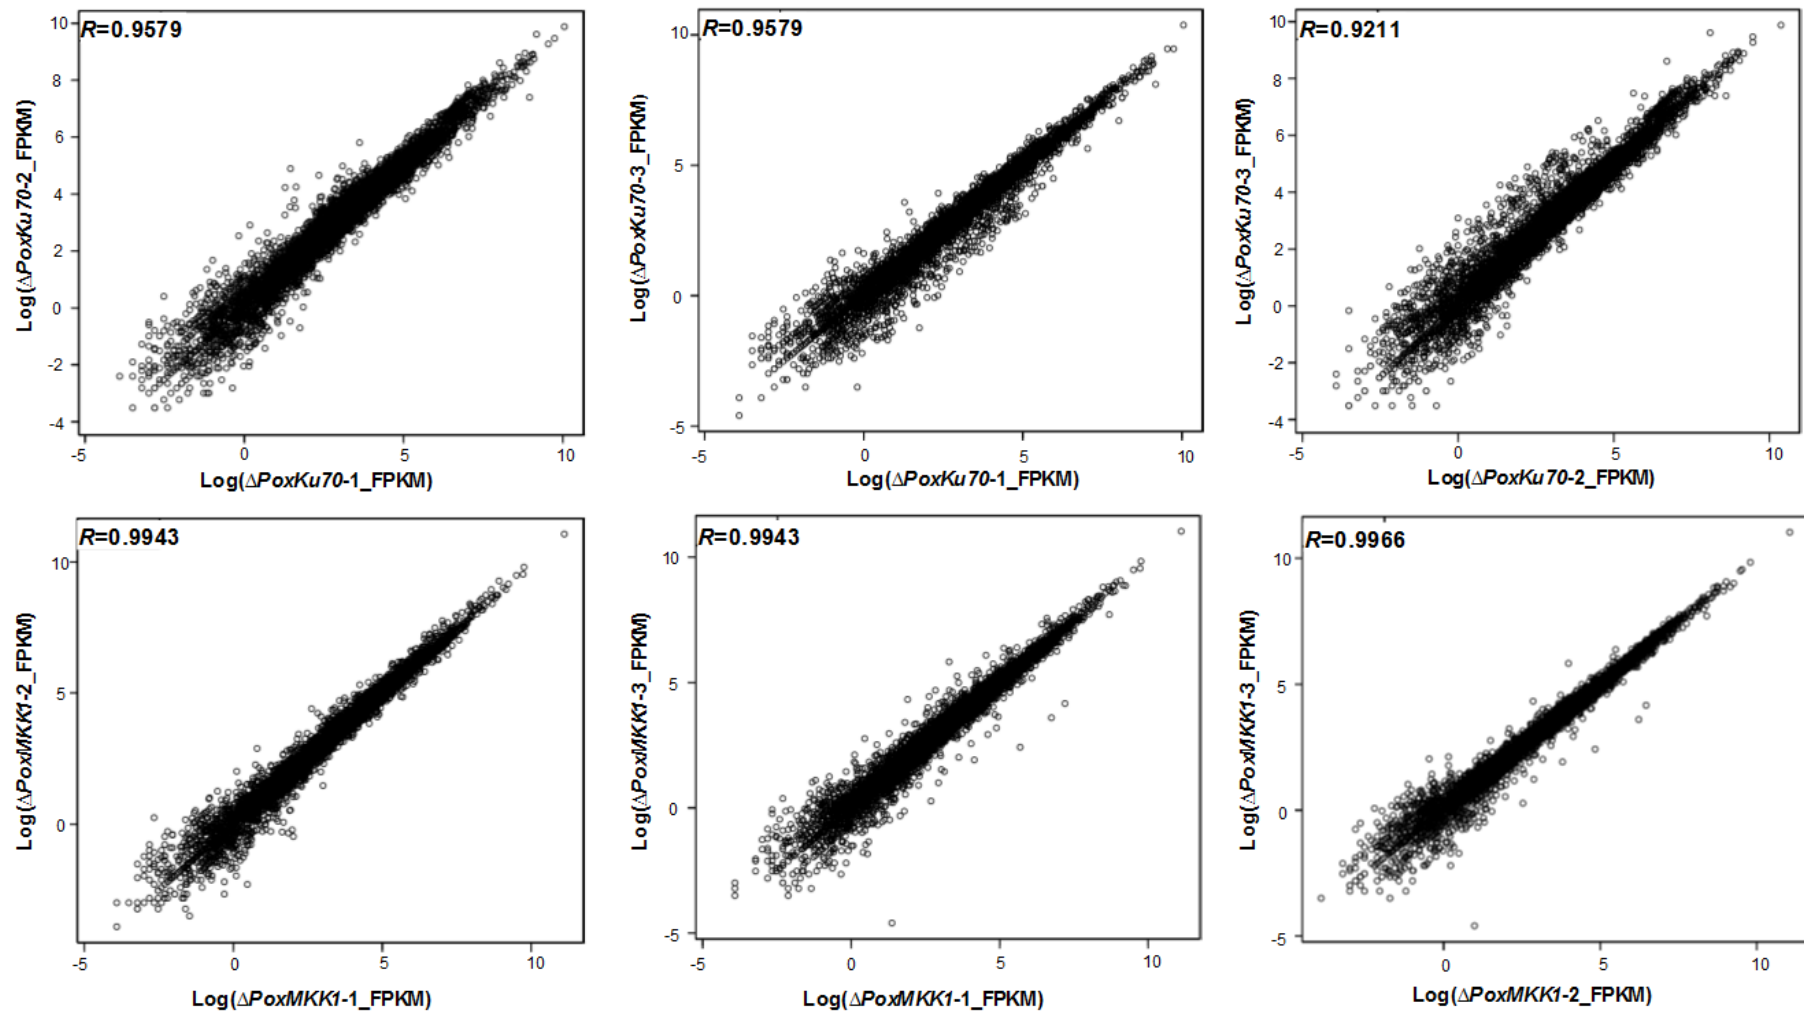

Figure S7. Pearson's correlation analysis of the transcriptomes of *P. oxalicum* mutant strain  $\Delta PoxMKK1$  and the control strain  $\Delta PoxKu70$ . FPKM, fragments per kilobase of exon per million mapped reads.

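Each panel of Figure S7 sets the log FPKM values of a pair of libraries against each other, gene by gene, and prints an R. With repeats 1, 2 and 3 of the figure taken as replicates F, S and T, an order that the paper does not give, the R read from most panels is Pearson's r on FPKM without a log and not that of the log values shown. In each strain the panels of F and S and of F and T print the same R, which matches only 1 of the 2 pairs. From the deposited values, the lowest r on FPKM without a log was 0.921, for replicates S and T of Δ*PoxKu70*. The natural log of FPKM, over genes above 0 in both libraries of a pair, gave 0.969 for that pair from 9234 genes, and Spearman's coefficient over all 9834 genes was 0.975.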

**Table S1.** Primers used in this study.

---

---

**Primers for RT-qPCR**

---

---

---

**Primers for Y2H**

---

---

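The log2 value of each gene in Table S2 follows from the FPKM values of the 6 libraries. It equals the log2 ratio of the mean FPKM of Δ*PoxMKK1* to that of Δ*PoxKu70* with an FPKM of 0 set to 0.01, and for all 1114 genes the ratio computed in this way lay within 0.01 of the listed value. By sign, 634 of the listed values are above 0 and 480 are below 0. The direction column is blank for 2 genes, and for 2 others it goes against the sign of the value. The replicate-noise probability computed from the deposited FPKM lay within 0.02 of the listed probability for all 1114 genes. edgeR's log2 fold change of each of the 1114 genes had the sign of the listed value.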

**Table S2** List of 1114 differentially expressed genes in *P. oxalicum* mutant  $\Delta PoxMKK1$  compared with the control strain  $\Delta PoxKu70$  in the presence of Avicel.

Note: PFKM, fragments per kb per million reads.

How the deposited data were processed for this re-analysis (not part of the article)

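Messenger RNA of 2 strains of *P. oxalicum*, the mutant Δ*PoxMKK1* and its background strain Δ*PoxKu70*, was sequenced on a BGISEQ-500 platform from mycelia grown on glucose and then for 24 h on Avicel, with 3 libraries per strain. The libraries were assigned to the strains and to replicates F, S and T from the sample labels. The authors aligned the reads to the *P. oxalicum* HP7-1 genome and deposited, for each of 9834 genes in each library, an expected count, which is an estimated number of reads that is not normalized and need not be whole, and an FPKM value, which the authors normalized for gene length and for the number of reads. The aligner, the counting tool and the version of the gene annotation are not given in the sources used here. Gene identifiers were used as the files give them, with names and enzyme classes from the paper, its figures and its supplementary tables. A separate RefSeq table of the HP7-1 assembly numbers its genes differently and 0 of its identifiers matched, so no position in the genome is given.

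The total expected count per library was between 13687087 and 14042791, with a median of 13801524 in Δ*PoxMKK1* and 13918573 in Δ*PoxKu70*. The 10 most abundant genes held 7.10 to 8.82% of a library. For genes with 1 to 3 counts in a strain, ratios are given with 95% Clopper-Pearson intervals, which cover counting error only. Whether strand was used in counting is not given, so overlapping genes are uncertain, and so are genes with fractional counts, whose reads could be shared; no gene named under the rule below had a fractional count in any library.

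Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest), without a replicate block. Adjusted p-values are Benjamini-Hochberg values of edgeR's quasi-likelihood test over the 8749 tested genes. A gene was called a DEG at an adjusted p below 0.05 and an absolute log2 fold change of at least 1; the fold minimum is the paper's, and the adjusted p stands in place of the paper's probability of at least 0.8, whose tool the paper's text does not name. Mean FPKM values are given with the SD over 3 libraries. The lists of CAZyme, CWDE, TF and sugar transporter genes were read from Table S2, the last by InterPro entries, and were chosen by the study from these libraries.

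The alternatives were limma 3.58.1 on log2(FPKM + 0.5), with pseudocounts of 0.1 and 1 and without the intensity trend, DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter on low counts, a mean FPKM of at least 5, a replicate block, each library left out in turn, an adjusted p below 0.01, no fold minimum, the ratio of mean FPKM for the fold minimum, and a replicate-noise probability of at least 0.8. For the ratio of mean FPKM and the probability, an FPKM of 0 was set to 0.01. Limma was run on genes with a mean FPKM of at least 1. These choices and the genes to name were set before the data were examined, apart from library sizes alone in place of TMM and the removal of each library's trend with length, which were added after the data were seen. Genes named in the text are those that the paper names in its account of the RNA-seq or by RT-qPCR, and the 5 genes with the largest rise and the 5 with the largest fall among DEGs with separate groups and a mean FPKM of at least 10 in the higher strain, *PoxMKK1* left out; values of Table S2 had been seen when this was fixed. Other genes are named only as the exceptions or the ends of a range, after their values were seen.

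The edgeR step was tested on simulated counts drawn from the means, dispersions and library sizes of these libraries with 200 genes changed. It called 197 of the 200 genes and 10 unchanged genes among 8699 tested. On the same simulated counts DESeq2 called 198 of the changed genes and 15 unchanged genes, limma called 190 and 7, and the replicate-noise probability called 152 and 15. The count of neighbouring genes was tested on simulated random sets of 1728 genes, where the ratio of observed to random pairs was 0.917. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

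The GO enrichment, the comparison with Δ*PoxMK1*, the RT-qPCR, the enzyme activities and the growth phenotypes were not analysed here, since they need annotation, libraries or measurements other than those used here.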

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

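For *POX01583*, the tests of *PoxMKK1* reads and of depth were chosen after the result was seen, and the test of fractional counts was set before. Of the tests of the DEGs outside Table S2, those of overlapping groups and of counting error were also chosen after. Both tests of the genes nearly silent in Δ*PoxKu70* were set before their results, although the genes were found in the same data.

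Reads of *POX01583*, the Ku70 homologue that the paper describes as replaced in the background strain, were found in all 6 libraries, which drew attention because the paper does not report on them. The expected count was 942 to 1365 and the FPKM 55.4 to 81.4, with a log2 fold change between the strains of -0.32 (standard error 0.108, adjusted p = 0.0462 in edgeR's test). The adjusted p ran from 0.0203 under DESeq2 to 0.141 under limma without the intensity trend among the alternatives set before, and was 0.0080 with the trend with length removed, chosen after, so a difference between the strains is not settled. The lowest count, 942, is far above the 3 counts taken as the limit of detection, so chance reads at this depth are excluded. The expected counts were whole in all 6 libraries, whereas genes that share reads with a near-identical copy carry fractional counts, which argues against reads shared with such a copy. Unmodified cells mixed into the cultures of Δ*PoxMKK1* would also bring *PoxMKK1* reads, and these stood at 0.144% of the control level while *POX01583* stood at 80.2% of its own control level, both on normalized counts. Such cells would need a *POX01583* level of 41464 FPKM, which only 1 gene reached in Δ*PoxMKK1*, but the level in the unmodified strain was not measured here, so this explanation stays open. A part of the gene left in place and an identifier that points to another gene also stay open, since no coverage along the gene was used here. No biological explanation was tested.

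In 9 genes, the 3 libraries of Δ*PoxKu70* held 3 counts or fewer in total while every library of Δ*PoxMKK1* held at least 100; the paper lists them in Table S2 without discussing them. They are *POX00960*, *POX00970*, *POX02010*, *POX03744*, *POX06287*, *POX07003*, *POX08755*, *POX09406* and *POX09803*, and they are listed here after their values were seen. The ratios of Δ*PoxMKK1* to Δ*PoxKu70* ran from 447 (95% counting interval 153 to 2170) for *POX00970* to 3837 (688 to 151593) for *POX09406*. In the opposite direction only *POX07948*, the deleted gene, met the same limits. Of the 18 genes with the next lower or higher number, 13 were detected at 1 CPM or more in Δ*PoxKu70*, which argues against the loss of whole loci from the control culture, although the loss of single genes was not tested. The argument rests on the numbers following the order of genes in the genome, which is not given in the sources used here. All 27 expected counts of these genes in Δ*PoxMKK1* were whole, which argues against reads shared with near-identical copies. The library totals of 13687087 to 14042791 counts leave no room for a difference in depth of this size. The deletion of *PoxMKK1* is the difference that the design names, and a release of these genes from repression in the mutant is a hypothesis that stays open and was not tested.

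A further 676 genes, 360 upregulated and 316 downregulated, were DEGs in edgeR's test and are not in Table S2, the paper's list of DEGs. The paper names at least 1 of them, *POX08484*, elsewhere. Of these, 637 had a replicate-noise probability under 0.8 and 55 had a log2 ratio of mean FPKM under 1 in size. The median of the higher strain's mean FPKM was 8.28 for these genes and 92.8 for the DEGs inside Table S2, which is what a probability that also weighs the difference in FPKM would give by passing over genes of low FPKM. With a mean FPKM of at least 5, 357 of the 676 genes were still tested and 348 were called. The 676 genes had been called on the same counts, so a repeat of the test cannot decide on noise for those 348. It shows only that 348 of the calls do not rest on genes with a mean FPKM under 5. The filter itself takes out the genes not tested, so it cannot decide for them. On the simulated counts, where 200 genes were changed, edgeR's test called 10 unchanged genes among 8699 tested. In the deposited data, 4044 genes had an adjusted p below 0.05 in edgeR's test. The number of false calls that the adjustment allows grows with the number of genes that pass, so 10 cannot be compared with 676. The simulation therefore cannot decide on noise as the source of the 676 calls. By an exact binomial test of the summed counts, Bonferroni-adjusted over 8749 genes, 619 of the 676 differed by more than counting error. This argues against counting error for those 619 genes. The other 57 did not, and for them counting error stays open. The 619 were fewer than the share fixed before this test was run for excluding counting error in the whole set. Variation between cultures is not covered by this test. Without each library in turn, 470 of the 676 stayed called every time. The groups did not overlap in 98.5% of them, against 10% by chance, but genes called by a test are chosen for such separation, so this decides nothing. The deletion of *PoxMKK1* stays among the open explanations.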

How the results depend on the processing

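The 2 scalings named last in this part, library sizes alone and the removal of a trend with length, and the splits of the libraries were chosen after the data were seen; all other alternatives were set before.

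The number of DEGs was 1728 in edgeR's test. It stayed within 1.5 times that number under limma on log2(FPKM + 0.5) (1637), with pseudocounts of 0.1 (1698) and 1 (1548), without the intensity trend (1625), with no filter on low counts (1822), with a mean FPKM of at least 5 (1408, with 7851 genes tested), with DESeq2 size factors in edgeR (1736), under DESeq2 (1834), with the ratio of mean FPKM for the fold minimum (1724) and at an adjusted p below 0.01 (1500). The replicate-noise probability gave 1119 DEGs (637 upregulated and 482 downregulated), of which 1057 were also called by edgeR. Without a fold minimum there were 4044 (2166 upregulated and 1878 downregulated), since that setting only lifts the minimum. The cause of the lower number under the probability was not tested here apart from the FPKM of the genes it leaves out, given above. The share of upregulated genes was 54.8% and lay between 52.6 and 58.9% under all alternatives set before the data were examined. With the trend with length removed, chosen after, fewer genes were upregulated (859) than downregulated (917), so the more frequent direction reversed.

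Without each library in turn, the number of DEGs lay between 1560 and 1834, and 1408 of the 1728 genes were called every time. Whether the replicate letters pair the libraries is not settled. The deviations of libraries with the same letter from their strain's mean correlated at 0.336 for F, 0.0324 for S and 0.127 for T across 8749 genes. Libraries with different letters were not compared in this way, so these values cannot decide it. With the letter as a replicate block there were 1739 DEGs, of which 1690 were shared with the fit without the block.

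Of the 133 CAZyme genes, 122 to 133 passed under the alternatives; of the 48 CWDE genes, 43 to 48; of the 38 TF genes, 30 to 38; and of the 25 sugar transporter genes, 24 or 25. Between 971 and 1114 genes were shared with Table S2. *PoxMKK1* was lower in Δ*PoxMKK1* and past the threshold under each alternative, with a fitted log2 fold change between -10.10 and -4.81, the smallest with a pseudocount of 1; the fitted value of a gene with so few counts depends on the pseudocount.

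For the 60 other named genes, 1112 values under the alternatives set before kept their direction and their side of the threshold, 15 values of 5 genes no longer passed it and 11 values of 4 genes newly passed it. *POX08484* lost its call in the limma fits, with the ratio of mean FPKM, with the replicate-noise probability, and without replicate S of Δ*PoxMKK1* or replicates F or S of Δ*PoxKu70* (-0.87, -0.96 and -0.92). At an adjusted p below 0.01, *POX08484* (0.0129), *POX06147* (0.0132), *POX00063* (0.0133) and *POX09352* (0.0106) were not called. *POX06147* also lost its call without replicate S of Δ*PoxMKK1* (-0.98) and *POX08664* without replicate F of Δ*PoxKu70* (0.97). With the scalings chosen after the data were seen, *POX08484* lost its call and *PoxPacC* gained one with library sizes alone (-0.97 and 1.01), and *POX08664* lost its call with the trend with length removed (0.96). *PoxPacC*, *POX09469*, *POX00972* and *POX01583* gained a call under at least 1 alternative, *PoxPacC* among others without replicate F of Δ*PoxMKK1* (1.06) or replicate S of Δ*PoxKu70* (1.12), and *POX00972* without replicate T of Δ*PoxMKK1* (-1.03); without a fold minimum *POX01583* (-0.32) and *PoxPacC* (0.95) were called. *POX02412* and *POX03890*, which were not DEGs, changed sign when a library was left out: *POX02412* ranged from -0.25 to 0.027, the highest without replicate T of Δ*PoxKu70*, and *POX03890* from -0.22 to 0.015, the highest without replicate F of Δ*PoxKu70*. *POX07588*, also not a DEG, stood at -0.043 with the trend with length removed. Among called genes, 1 library decided a value in *POX00923* (5.26 without replicate T of Δ*PoxKu70*), *PoxRCO-3* (5.64 without replicate T of Δ*PoxKu70*), *POX06601* (-5.38 without replicate F of Δ*PoxMKK1*), *POX05306* (-7.44 without replicate F of Δ*PoxMKK1*) and, with few counts in a strain, *POX09786*, *POX09406*, *POX00960* and *POX09803*.

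The lowest r between replicates was 0.977 in Δ*PoxKu70* and 0.987 in Δ*PoxMKK1* on log2(FPKM + 0.5). On FPKM without a log it moved to 0.921 and 0.993, and on the natural log of FPKM to 0.969 and 0.981, by more than the spread between the pairs; the natural log leaves out genes at 0 and adds no pseudocount, and the cause was not tested further. On log2(FPKM + 1) and by Spearman's coefficient it moved by less than that spread.

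With library sizes alone in place of TMM there were 1726 DEGs, and with each library's trend with gene length removed there were 1776 (859 upregulated and 917 downregulated), so neither scaling nor a length trend between libraries accounts for the number. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs, the real one, and the other 9 gave 0 by the threshold in edgeR's test, 6 to 51 at an unadjusted p below 0.05 with the same fold minimum, 0 by limma, and 0 to 8 by DESeq2. With 10 splits the share cannot go below 10%, so this count alone cannot exclude chance in the grouping. Of all tested genes, 59.0% had groups that did not overlap, against 10% by chance. On log2(FPKM + 0.5), pairs between the strains had r from 0.883 to 0.917, below every pair within a strain. These values show that the libraries group by strain, although genes are not independent and the 10 splits limit what can be excluded. The other splits mix the strains in both groups, which adds any strain difference to the spread within groups. Their 0 DEGs by edgeR are therefore not further evidence against chance. Depth limits what can be said of genes with few reads: 1085 of the 9834 genes were left out by the filter on low counts.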

Differences from the paper's values

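The number of DEGs was 1728 by edgeR's test, against the paper's 1114. Among the alternatives set before the data were examined, the replicate-noise probability (1119), limma on log2(FPKM + 0.5) (1637) and with a pseudocount of 1 (1548), limma without the intensity trend (1625), a mean FPKM of at least 5 (1408), an adjusted p below 0.01 (1500), and the fits without replicate F (1659) or S (1560) of Δ*PoxMKK1* or replicate S of Δ*PoxKu70* (1649) lay within 1.5 times the paper's number. The others did not: limma with a pseudocount of 0.1 (1698), no filter on low counts (1822), DESeq2 size factors in edgeR (1736), DESeq2 (1834), the replicate block (1739), the ratio of mean FPKM for the fold minimum (1724), no fold minimum (4044), and the fits without replicate T of Δ*PoxMKK1* (1689) or replicates F (1701) or T (1834) of Δ*PoxKu70*. The replicate-noise probability with a fold minimum on the ratio of mean FPKM called all 1114 genes of Table S2 and 5 more. Those 5, named here because they are the exceptions, were *POX04688*, *POX05867*, *POX06643*, *POX08884* and *POX09580*, each with a probability between 0.8001 and 0.8022.

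The number of downregulated DEGs was 781, against the paper's 480. The replicate-noise probability (482), the limma fits on log2(FPKM + 0.5) (676), with pseudocounts of 0.1 (705) and 1 (637) and without the intensity trend (672), a mean FPKM of at least 5 (660), an adjusted p below 0.01 (684) and the fit without replicate S of Δ*PoxMKK1* (712) lay within 1.5 times the paper's number, and the other alternatives did not. The number of upregulated DEGs, 947, lay within 1.5 times the paper's 634. So did limma with a pseudocount of 1 (911), a mean FPKM of at least 5 (748), DESeq2 size factors in edgeR (921), the replicate-noise probability (637), an adjusted p below 0.01 (816), and the fits without replicates F (908), S (848) or T (889) of Δ*PoxMKK1* or replicates F (904) or S (916) of Δ*PoxKu70*. The others did not: limma with pseudocounts of 0.5 (961) and 0.1 (993) and without the intensity trend (953), no filter on low counts (1002), the replicate block (959), the fit without replicate T of Δ*PoxKu70* (988), the ratio of mean FPKM for the fold minimum (998), DESeq2 (967) and no fold minimum (2166).

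The log2 fold change of *PoxRCO-3* (*POX07576*) was 3.95, against the paper's -3.99 in its text. The sign differed under all alternatives, where the value lay between 3.50 and 5.64, and the ratio of mean FPKM gave 3.99. Table S2 and Fig. 5D list the gene as upregulated, at the paper's 3.99.

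The paper's text names *POX00923* among the downregulated β-glucosidase genes; its log2 fold change was 4.55 (standard error 0.456, adjusted p = 3.26e-04 in edgeR's test), and the other β-glucosidase genes of that list were lower in Δ*PoxMKK1*. The text names *POX05276* among the DEGs; it changed by 0.35 on the log2 scale (adjusted p = 0.0991 in edgeR's test) and was not called under any alternative, whereas *POX05726*, which Table S2 lists, changed by 2.80. The text lists *POX09469* and *PoxPacC* among the DEGs. In edgeR's test *POX09469* had an adjusted p of 0.177, and it was called only by the replicate-noise probability; *PoxPacC* had a log2 fold change of 0.95, and it was called by the replicate-noise probability, by the limma fits with pseudocounts of 0.5, with and without the intensity trend, and 0.1, with the ratio of mean FPKM for the fold minimum, without a fold minimum, with library sizes alone, a scaling chosen after seeing the values, and without replicate F of Δ*PoxMKK1* or replicate S of Δ*PoxKu70*.

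Of the 1114 genes of Table S2, 62 were not called by edgeR's test, and the replicate-noise probability called all of them. Among these are 5 more genes of the paper's CAZyme and TF lists. *POX05540* (-1.28, adjusted p = 0.0521 in edgeR's test) was also called with DESeq2 size factors in edgeR, by DESeq2, without replicate T of Δ*PoxKu70* and with the trend with length removed, which was chosen after seeing the values. *POX08694* (1.64, adjusted p = 0.0704) was also called by limma with pseudocounts of 0.5, 0.1 and 1, with the replicate block and without replicate S or T of Δ*PoxKu70*. *POX04769* (-1.24, adjusted p = 0.0943) and *POX09083* (1.10, adjusted p = 0.0663) were also called with the replicate block, by DESeq2 and without replicate F of Δ*PoxMKK1*. *POX05889* (0.99, adjusted p = 0.00304) was also called by limma with pseudocounts of 0.5, with and without the intensity trend, and 0.1, with a mean FPKM of at least 5, with the ratio of mean FPKM for the fold minimum, without a fold minimum, without replicates S or T of Δ*PoxMKK1* or replicate T of Δ*PoxKu70*, and with library sizes alone, chosen after seeing the values. In Table S2 the direction column is blank for 2 genes and goes against the sign of the log2 value for 2 others.

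Fig. S7 prints the same R for 2 of the 3 pairs of libraries in each strain. On FPKM without a log, the pairs F and S and F and T gave 0.966 and 0.958 in Δ*PoxKu70*, and 0.994 and 0.993 in Δ*PoxMKK1*.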

Other observations

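Of the tests in this part, that of chance for neighbouring genes and that of mutant RNA in a control library were chosen after the result was seen; those of overlapping neighbours and of a length trend were set before.

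DEGs that change in the same direction lie next to each other in the numbering of the genes more often than chance gives. Among the 1728 DEGs, 421 pairs of consecutive numbers changed in the same direction (251 pairs upregulated and 170 downregulated), against a median of 156 and a maximum of 203 in 10000 random sets matched on expression (permutation p = 0.0001, one-sided, the smallest that 10000 sets can give). Reads of overlapping neighbours would give an excess at a distance of 1 only, whereas at a distance of 3 there were 260 pairs against a median of 154, a ratio of 1.69, so overlap does not account for the whole of the excess. The ratio was 2.70 at a distance of 1, 1.34 at 5 and 1.17 at 50. There were 12 runs of at least 5 consecutive DEGs in the same direction, the longest with 8 upregulated genes from *POX01176* to *POX01183* (median log2 fold change 1.78). Another run of 6 downregulated genes, from *POX07618* to *POX07623* (median -3.68), holds *POX07621*, one of the 5 largest falls. These runs are named because of their length, after it was seen. Groups of neighbouring genes that respond together to the loss of PoxMKK1 are a hypothesis found and tested on the same data. It rests on the numbers following the order of genes in the genome, which is not given in the sources used here, and families of similar neighbouring genes were not tested.

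Differences between libraries of the same strain were correlated with the mutant effect. Across 8749 genes, the difference of replicates T and S of Δ*PoxKu70* correlated with the difference of the mean of Δ*PoxMKK1* and replicate F at r = 0.386, the difference of F and S with the effect against T at 0.268, and that of T and F with the effect against S at 0.200, where each correlation sets apart libraries that do not overlap. Genes are not independent replicates, and no p is given. In Δ*PoxMKK1* the matching values were -0.216, -0.156 and -0.030. The signs depend on the order of subtraction and only the sizes can be compared; no chance level was computed for them, so the control strain is not set apart from the mutant by these values. With each library's trend with length removed, the first value was 0.385, so a length trend does not account for it. Mutant RNA mixed into replicate T would need a share of about 6.45% of the library, the median over the 441 upregulated DEGs with at least 50 CPM in Δ*PoxMKK1*, yet 19 of those genes stood below 1% of their mutant level in replicate T, which excludes such a share. A candidate explanation that stays open is that the 3 control cultures had reached different stages of the response that the deletion brings forward; no measure of stage was used here. *PoxBrlA* stood at 29.4, 5.38 and 42.2 FPKM in replicates F, S and T of Δ*PoxKu70*.

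Other genes of the paper's RT-qPCR and interaction assays were measured in these libraries, in a condition that those assays share only in part. The amylase genes *POX01356* and *POX09352* were higher in Δ*PoxMKK1* on Avicel, with log2 fold changes of 2.23 (standard error 0.255, adjusted p = 5.67e-04 in edgeR's test) and 1.68 (standard error 0.38, adjusted p = 0.0106), while *POX02412* did not change detectably (-0.11, adjusted p = 0.614). *PoxAmyR* (-0.11, adjusted p = 0.475) and *PoxClrC* (-0.58, adjusted p = 0.15) were not DEGs. *POX06079* was downregulated (-2.15, adjusted p = 0.00105) and *POX08484* was near the fold minimum (-1.04, adjusted p = 0.0129). The actin gene is *POX09248* in the paper's methods and *POX09428* in its primer table; their FPKM in Δ*PoxKu70* was 29.1 ± 1.38 (SD, n = 3) and 2510.2 ± 171 (SD, n = 3), and neither differed between the strains in edgeR's test (adjusted p = 0.615 and 0.427). *POX04853*, *POX06496* and *POX07588*, the other genes deleted in the study, had log2 fold changes of 0.22, -0.17 and 0.062 and were not DEGs.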
